# Nupr1 Negatively Regulates Endothelial to Hematopoietic Transition in the Aorta‐Gonad‐Mesonephros Region

**DOI:** 10.1002/advs.202203813

**Published:** 2023-01-13

**Authors:** Haizhen Wang, Di Liu, Haifeng Chen, Yuqing Jiao, Haixin Zhao, Zongcheng Li, Siyuan Hou, Yanli Ni, Rong Zhang, Jinyong Wang, Jie Zhou, Bing Liu, Yu Lan

**Keywords:** endothelial‐to‐hematopoietic transition, hematopoietic stem cells, hemogenic endothelial cells, Nupr1, single‐cell RNA sequencing

## Abstract

In the aorta of mid‐gestational mouse embryos, a specialized endothelial subpopulation termed hemogenic endothelial cells (HECs) develops into hematopoietic stem and progenitor cells (HSPCs), through a conserved process of endothelial‐to‐hematopoietic transition (EHT). EHT is tightly controlled by multiple intrinsic and extrinsic mechanisms. Nevertheless, the molecular regulators restraining this process remain poorly understood. Here, it is uncovered that, one of the previously identified HEC signature genes, Nupr1, negatively regulates the EHT process. *Nupr1* deletion in endothelial cells results in increased HSPC generation in the aorta‐gonad‐mesonephros region. Furthermore, single‐cell transcriptomics combined with serial functional assays reveals that loss of Nupr1 promotes the EHT process by promoting the specification of hematopoiesis‐primed functional HECs and strengthening their subsequent hematopoietic differentiation potential toward HSPCs. This study further finds that the proinflammatory cytokine, tumor necrosis factor *α* (TNF‐*α*), is significantly upregulated in Nupr1‐deficient HECs, and the use of a specific TNF‐*α* neutralizing antibody partially reduces excessive HSPC generation in the explant cultures from Nupr1‐deficient embryos. This study identifies a novel negative regulator of EHT and the findings indicate that Nupr1 is a new potential target for future hematopoietic stem cell regeneration research.

## 1 Introduction

Determining the regulatory mechanisms underlying the ontogeny of embryonic hematopoietic stem cells (HSCs) will provide new insights for in vitro HSC regeneration research. Previous work suggests that HSCs could be derived from hemogenic endothelial cells (HECs) localized in the aorta‐gonad‐mesonephros (AGM) region of mouse embryos.^[^ ^1^, ^2^, ^3^ ^]^ A subpopulation of aortic endothelial cells specifies HECs that undergo the endothelial‐to‐hematopoietic transition (EHT) to generate a relatively large number of multilineage hematopoietic progenitor cells (HPCs), and very few precursors of HSCs (pre‐HSCs) and HSCs in a short time window of embryonic development (from embryonic day (E) 9.5 to E11.5).^[^ ^4^, ^5^, ^6^, ^7^, ^8^ ^]^ Morphologically, these direct hematopoietic progenies of HECs intermingle to form intra‐aortic hematopoietic clusters (IAHCs) attached to the inner wall of the dorsal aorta.^[^ ^9^ ^]^

Canonical developmental signals, such as Notch, Fgf, and Bmp/Tgf*β* signaling pathways, as well as hematopoietic transcription factors, including Runx1, Gata2, Gfi1, and Gfi1b, are required to orchestrate the EHT process.^[^ ^1^, ^10^, ^11^ ^]^ The role of epigenetic regulation during EHT has recently been revealed.^[^ ^12^, ^13^, ^14^ ^]^ Several lines of evidence indicate that multiple inflammatory signals play a pivotal role in regulating EHT, including the tumor necrosis factor (TNF), interleukin, and toll‐like receptor (TLR) signaling pathways.^[^ ^15^ ^]^ Abrogation of certain inflammatory signals, such as blocking TNF signaling by TNF receptor gene knockout, leads to EHT blockage in vivo.^[^ ^16^ ^]^ However, the addition of certain inflammatory factors, such as interferon *γ* (IFN*γ*), could promote EHT and the production of hematopoietic stem and progenitor cell (HSPC) in an in vitro culture system.^[^ ^17^ ^]^ Interestingly, mutations impairing MyD88‐dependent TLR signaling decreased the number of IAHC cells but increased the number of HSCs in the AGM region of mouse embryos, indicating that the generation of IAHC and HSC are uncoupled, which might require complex physiological regulation.^[^ ^18^ ^]^ Several factors negatively regulating EHT have also been reported, such as the suppression of HEC specification by endothelial Sox17 and Smad4.^[^ ^19^, ^20^ ^]^ The absence of Ezh1, an epigenetic silencing regulator, also enhances hematopoietic multipotency in mouse embryos.^[^ ^21^ ^]^ Interestingly, other regulators, such as Dlk1 and p57Kip2, have also been reported to negatively regulate HSPC generation in a non‐cell‐autonomous manner.^[^ ^22^, ^23^ ^]^ Nevertheless, the molecular events and mechanisms restraining EHT are poorly understood.

Recently, the developmental trajectory and molecular signature of EHT have been elucidated using single‐cell transcriptomics.^[^ ^24^, ^25^, ^26^ ^]^ New intermediate cell populations and enriched markers have been identified.^[^ ^25^, ^26^, ^27^ ^]^ In our recent study, the HSC‐primed HEC population was identified using single‐cell transcriptomic analysis, and its developmental path from arterial endothelial cells (AECs) was further elucidated. These HSC‐primed HECs peak at E10.0 and can be efficiently captured by the surface marker combination PK44 (CD41^−^CD43^−^CD45^−^CD31^+^CD201^+^Kit^+^CD44^+^) based on single‐cell transcriptomic prediction and functional validation.^[^ ^25^, ^28^ ^]^ By comparison with other endothelial and CD45^−^ hematopoietic cell populations around the same developmental stages, a total of 11 signature genes of HSC‐primed HECs have been identified, including the well‐known HEC marker gene *Gfi1* and others such as *Neurl3* and *Nupr1*, the implication of which remains largely unknown. By further constructing a Neurl3‐EGFP reporter mouse model, we revealed that Neurl3 expression effectively enriched HSC‐primed HECs.^[^ ^25^ ^]^ These studies provide important clues for future research into the mechanisms underlying EHT and HSC formation. Notably, a recent study revealed that Nupr1, a stress‐responsive molecule involved in multiple biological contexts, is an adult HSC quiescence regulator that coordinates with the p53 signaling pathway.^[^ ^29^ ^]^ However, the physiological function of Nupr1 in blood generation during embryogenesis remains unknown.

Using a conditional gene knockout mouse model combined with single‐cell RNA‐seq (scRNA‐seq) and functional assays, we elucidated the negative role of endothelial Nupr1 in HEC specification and HSPC generation in the AGM region. Our findings uncovered a novel negative regulator of EHT and provide a new target for future HSC regeneration research.

## 2 Results

### 2.1 Loss of Endothelial Nupr1 Results in an Increase in HSPCs Generation in AGM Region

As one of the signature genes of HSC‐primed HECs, *Nupr1* belongs to the nuclear factor genes. Therefore, we compared the expression of the genes encoding nuclear factors between the in silico‐identified and sorted HEC and AEC populations. We found that *Nupr1* had the largest fold change and was highly expressed in HECs compared with AECs (**Figure** **1**A and Figure S1A, Supporting Information). To further investigate the function of *Nupr1* in embryonic hematopoiesis, we generated Vec‐Cre;*Nupr1^fl/fl^* conditional knockout (cKO) embryos in which *Nupr1* was deleted from the endothelial cell stage. Littermate *Nupr1^fl/fl^* and *Nupr1^fl/+^* embryos were used as controls. No abnormal gross phenotype was observed in cKO embryos at E10.5–E11.0 (37–43 somite pairs) (Figure 1B). Notably, in the colony‐forming unit in culture (CFU‐C) assay, significantly increased total CFU‐C numbers were observed in the cKO AGM regions (Figure 1C), while no difference was detected in the yolk sac regions, which mainly due to rarely expression of *Nupr1* in yolk sac cells^[^ ^30^ ^]^ (Figure S1B,C, Supporting Information). Next, we performed transplantation experiments to evaluate the ability to generate adult repopulating HSCs in the AGM region with one embryo equivalent of E11.5 AGM cells transplanted into lethally irradiated adult recipient mice. The results showed significantly higher chimerism (47.50% ± 12.34%) in the peripheral blood at 16 weeks post‐transplantation when compared to the control group (14.15% ± 5.93%) with no difference in the lineage constitutions (Figure 1D and Figure S1D,E, Supporting Information). We next performed a limiting dilution assay, in which a cohort of recipient mice was transplanted with 0.3 embryo equivalent (ee) and 1.0 ee of dissociated E11.5 AGM cells from the control and cKO embryos. The results showed that the number of HSCs was increased nearly twofold in cKO embryos (at a frequency of 0.74/ee) compared to that in the controls (0.37/ee) (Figure 1E and Figure S1F, Supporting Information).

**Figure 1:**
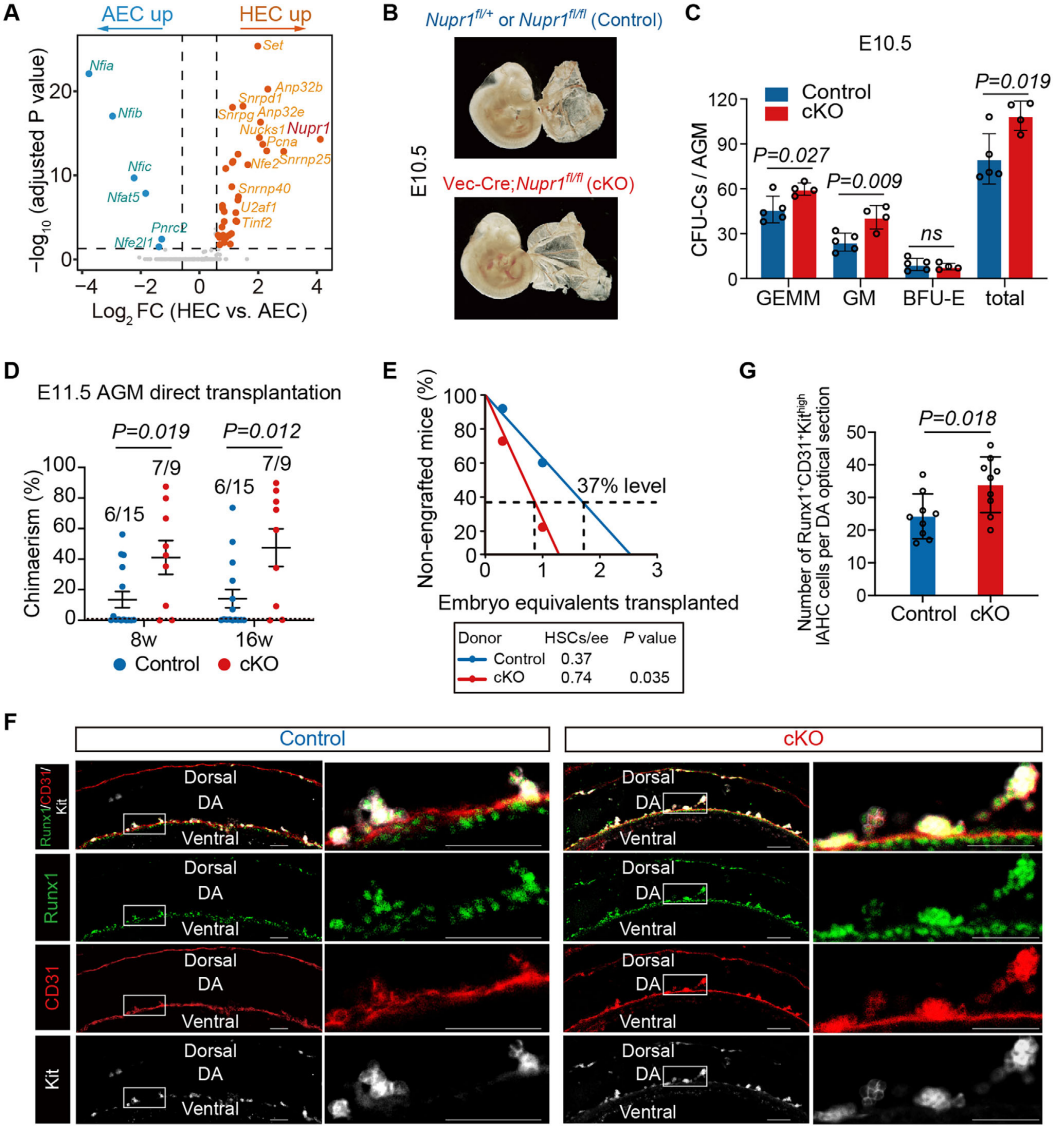
Loss of endothelial Nupr1 results in an increase in HSPCs generation in AGM region. A) Volcano plot showing differential expression level of genes encoding nuclear factors between AEC and HEC cells. B) Representative images of E10.5 (37‐39 sp) Control and cKO embryos. C) Number of CFU‐Cs in E10.5 AGM. Control (*n* = 5) and cKO (*n* = 4). Data are represented as mean ± SD and analyzed by unpaired two‐tailed Student's *t*‐test. D) Donor chimerism in peripheral blood of recipients after direct transplantation of E11.5 Control or cKO AGM cells (1 ee per recipient). Data are represented as mean ± SEM and analyzed by unpaired two‐tailed Student's *t*‐test. E) Quantification of HSCs in E11.5 Control and cKO AGM regions by limiting dilution assay. F) Representative whole‐mount confocal images of E9.5 (29‐30 sp) Control and cKO AGM regions stained with CD31, Runx1 and Kit (left). The boxed floor of the DA regions is shown at higher magnification (right). DA, dorsal aorta. Scale bars, 50 µm. G) Quantification of Runx1^+^CD31^+^Kit^high^ IAHC cells on each consecutive optical sections of DAs corresponding to (F). Three Control and three cKO embryos were analyzed. Data are represented as mean ± SD and analyzed by unpaired two‐tailed Student's *t*‐test.

We then explored whether the enhanced hematopoietic activity in the AGM region was a result of the increased in situ generation of HSPCs in cKO embryos. We examined Runx1^+^CD31^+^Kit^high^ intra‐aortic hematopoietic cluster (IAHC) cells in the aortas of E9.5 embryos by whole‐mount staining. The results showed that cKO embryos had more IAHC cells than the controls (Figure 1F,G). This observation was further supported in E10.0 embryos, which consistently revealed that the number of Runx1^+^CD31^+^ cells, either in total or localized in IAHCs, were both remarkably increased in the cKO AGM region when compared to those in the controls (Figure S2A–C, Supporting Information). The finding was also verified by immunostaining on cross sections of the dorsal aorta at E9.5 and E10.0, showing a significantly increased number of Runx1^+^CD31^+^ cells attached to the multiple loci of endothelial layer in cKO sections when compared to controls (Figure S2D–F, Supporting Information). Taken together, these results reveal that *Nupr1* deletion in endothelial cells resulted in increased HSPC generation in the AGM region.

### 2.2 Loss of Endothelial Nupr1 Promotes HEC Specification in the AGM Region

HSPCs originate from HECs through EHT through multiple steps including HEC specification, expansion, fate transition to HSPCs, HSPC proliferation, and differentiation. We then used flow cytometric analysis to explore the stages of EHT at which the defect occurred due to the absence of endothelial Nupr1. First, the number of HSC‐primed HECs represented by the PK44 population was significantly higher in cKO embryos than in control embryos at both E9.5 and E10.0 (**Figure** **2**A,B and Figures S3 and S4A,B, Supporting Information). Second, the number of immunophenotypic IAHC cells (CD31^+^Kit^high^) also increased in cKO embryos (Figure 2A,B and Figure S4A,B, Supporting Information), in line with the histological findings (Figure 1F,G and Figure S2, Supporting Information). Finally, the numbers of functionally T1 pre‐HSCs (CD31^+^CD45^−^CD41^low^Kit^+^CD201^high^) and T2 pre‐HSCs (CD31^+^CD45^+^Kit^+^CD201^high^) in the E11.0 AGM region were both significantly increased in cKO embryos compared to controls (Figure 2C,D and Figures S3 and S4G,H, Supporting Information). We also determined the numbers of HECs, IAHCs, and pre‐HSCs in haploinsufficient (Vec‐Cre;*Nupr1^fl/+^*) embryos at E10.0 and E11.0, and found no differences between control and haploinsufficient embryos (Figure S4C–F, Supporting Information).

**Figure 2:**
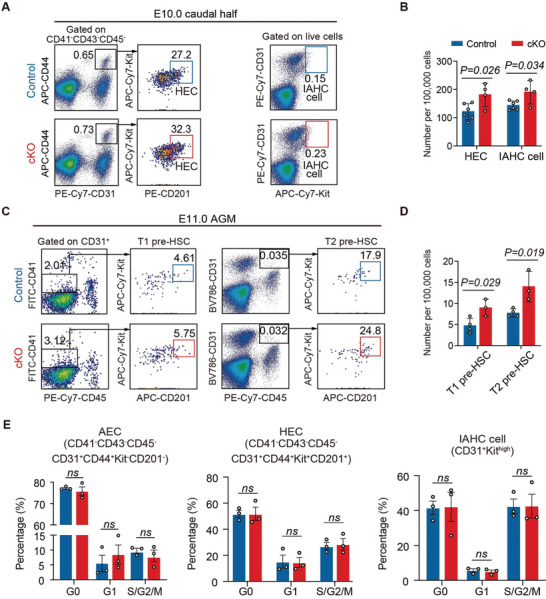
Loss of endothelial Nupr1 promotes HEC specification in the AGM region. A) Representative flow cytometric analysis of HEC (CD41^−^CD43^−^CD45^−^CD31^+^CD44^+^Kit^+^CD201^+^) and IAHC cells (CD31^+^Kit^high^) in E10.0 (32–34 sp) Control and cKO caudal half regions. B) Graph showing the number of HEC and IAHC cells in (A). Data are collected from four independent experiments. Data are represented as mean ± SD and analyzed by unpaired two‐tailed Student's *t*‐test. C) Representative flow cytometric analysis of T1 pre‐HSC (CD31^+^CD45^−^CD41^low^Kit^+^CD201^high^) and T2 pre‐HSC (CD31^+^CD45^+^Kit^+^CD201^high^) in E11.0 (41–43 sp) Control and cKO AGM regions. D) Graph showing the number of T1 and T2 pre‐HSCs in (C). Data are collected from three independent experiments. Data are represented as mean ± SD and analyzed by unpaired two‐tailed Student's *t*‐test. E) Histograms showing the percentage of G0, G1, or S/G2/M phases in AEC (CD41^−^CD43^−^CD45^−^CD31^+^CD44^+^Kit^−^CD201^−^), HEC (CD41^−^CD43^−^CD45^−^CD31^+^CD44^+^Kit^+^CD201^+^), and IAHC cells (CD31^+^Kit^high^) in E10.0 Control and cKO caudal half regions. Data are collected from three independent experiments. Data are represented as mean ± SEM and analyzed by unpaired two‐tailed Student's *t*‐test.

Considering the potential role of Nupr1 as a negative regulator of the cell cycle and iron‐induced cell death (ferroptosis),^[^ ^29^, ^31^ ^]^ we first examined the cell cycle states of different EHT‐related populations at E10.0/E11.0, including immunophenotypic AECs, HECs and IAHC cells, by Hoechst and Ki67 staining. Notably, no difference in cell cycle status between control and cKO embryos was detected (Figure 2E and Figure S5A, Supporting Information). We also performed a BrdU incorporation assay, and found that the BrdU incorporation rates in these EHT‐related cell populations were unaffected (Figure S5B,C, Supporting Information), further confirming that Nupr1 had little influence on the cell cycle status. We then examined the cell death status of the EHT‐related cells (CD31^+^CD45^−^Kit^+^) using Annexin V/7‐AAD staining, which is frequently used to identify both cell apoptosis (Annexin V^+^) and ferroptosis (7‐AAD^+^).^[^ ^32^ ^]^ The results indicated that there was no significant difference in cell death status between control and cKO embryo (Figure S5D,E, Supporting Information). Collectively, these results suggest that loss of endothelial Nupr1 promotes HEC specification, leading to a consequently increased generation of HSPCs, rather than affects their proliferation ability in the AGM region.

### 2.3 scRNA‐Seq Reveals a Promoted Transition from AECs to EHT Cells in Nupr1‐Deficient Embryos

There could be potential differences between immunophenotype and identification at the whole transcriptomic level of given cell populations, especially when the representativeness of immunophenotypes might be compromised upon the genetic ablation of a functional gene. 

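CD31+CD44+ cells were sorted from the caudal region of littermate control and cKO embryos at embryonic day 10.0, labeled with hashtag oligos by genotype, and sequenced as 1 pool per replicate. For each of the 2 replicates, the authors deposited a table of raw UMI counts per gene and cell, without normalization, and a hashtag label for each cell. Both tables list the same 24543 genes by symbol, and 17784 of these had at least 1 UMI. Replicate 1 held 344 cKO and 334 control cells, with medians of 45609.5 and 38416.5 UMIs per cell. Replicate 2 held 713 cKO and 748 control cells, with medians of 62116 and 58048 UMIs. The UMIs of all cells of 1 genotype in 1 replicate were summed, so that each genotype had n = 2 and cells were not taken as replicates. Sums were compared by edgeR's quasi-likelihood test after TMM normalization and filterByExpr, with Benjamini-Hochberg adjustment. With 2 values against 2, no two-sided exact permutation test can give a p below 0.333. The signal of sex-linked genes differed between the genotypes. Xist, which lies on chromosome X of GRCm38 from 103460366 to 103483254, was detected without any chromosome Y gene in 0.872% of the cKO cells of replicate 1 (exact binomial 95% interval 0.180 to 2.53) and in 57.6% of those of replicate 2 (53.9 to 61.3). The shares in the control cells were 92.8% (89.5 to 95.3) and 98.7% (97.6 to 99.4). All intervals cover counting error only.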

Considering this, we performed scRNA‐seq of CD31^+^CD44^+^ cells from the E10.0 caudal half region (**Figure** **3**A and Figure S6B,C, Supporting Information), which possibly contains AECs of the dorsal aorta and the predominant populations involved in EHT.^[^ ^25^, ^33^ ^]^ Cells from littermate control and cKO embryos were labeled with different hashtag oligos, sorted, and pooled together for 10× genomics scRNA‐seq with two independent replicates (Figure S6A,B, Supporting Information). 

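The deposited tables held 678 cells in replicate 1 and 1461 in replicate 2. Of these, 2038 passed the limits on genes, UMIs and mitochondrial share given in the methods, and the 101 that did not were all in replicate 1. All deposited cells were kept, and applying the limits was an alternative. The files give no population for a cell, so the cells were clustered again with Seurat's integration of the 2 replicates and 20 principal components. Cluster names were given from marker genes and are written with the ending "-like". The naming rule planned in advance separated no EHT cluster. A total of 5 rules were tried, and the cell numbers by genotype and replicate were seen and set against the paper's while the rule was changed, so the choice was not blind to them. At resolution 0.1 the cells formed 5 clusters, which the rule in use assigned to C1, C2 and C3. Of the C1 clusters, cluster 1 (679 cells) was led by endothelial genes such as Gja4, Cldn5 and Gja5. Cluster 3 (494 cells) had none of the C1 markers among its 10 leading genes, which included the myeloid genes S100a8, Mpo, S100a9, Prtn3 and Elane. Myb, an EHT marker, was also among them. With 10 principal components, C1 instead held a cluster of 319 cells led by genes such as Hlf, Kit and Gfi1. A separate cluster of 167 cells was led by S100a8. Cluster 3 is therefore not read as myeloid cells alone. C2 held 207 cells and C3 held 759. Of the cells in the C1 clusters, 27 had more UMIs of 7 mesenchymal genes than of endothelial, EHT and myeloid markers. They are counted in the shares of C1 among all cells and were left out of the later steps: 10 cKO and 0 control cells of replicate 1, and 6 and 11 of replicate 2. That list was chosen after the data were seen.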

After quality control and batch effect removal, 2139 cells were retained, which were robustly divided into three major cell populations (C1–C3) by unsupervised clustering (Figure S6D–F, Supporting Information). 

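The share of C1 cells among all cells was 83.7% (exact binomial 95% interval 79.4 to 87.5) in cKO replicate 1 and 42.9% (39.3 to 46.6) in cKO replicate 2. It was 85.3% (81.1 to 88.9) in control replicate 1 and 39.3% (35.8 to 42.9) in control replicate 2. The mean difference, cKO minus control, was 1.00 percentage points (two-sided exact permutation test, p = 1.00), with -1.61 in replicate 1 and 3.61 in replicate 2. The replicates differed from each other far more than the genotypes did, and the difference went to -22.0 points without control replicate 2 and to -19.4 without cKO replicate 1. C2 held 0 of the 344 cKO cells of replicate 1 (exact binomial 95% interval 0 to 1.07%) and 4 control cells of that replicate. Because myeloid genes led cluster 3, the share of C1 is not a share of endothelial cells, and the clusters were also compared by number, which was chosen after the data were seen. Cluster 1 held 55.8% (50.4 to 61.1) of cKO and 51.5% (46.0 to 57.0) of control cells in replicate 1, and 21.6% (18.6 to 24.8) and 21.5% (18.6 to 24.6) in replicate 2. Cluster 3 held 27.9% (23.2 to 33.0) and 33.8% (28.8 to 39.2) in replicate 1, and 21.3% (18.4 to 24.5) and 17.8% (15.1 to 20.7) in replicate 2, so its difference went in opposite directions. In replicate 2, C2 held 85 cKO and 118 control cells, and C3 held 322 and 336.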

*Nupr1* deletion did not result in either the generation or in the loss of any cell population (Figure S6D, Supporting Information). C1 showed a high expression of the endothelial marker *Cdh5* and arterial gene *Gja5* thus, we focused on subsequent exploration. 

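In the summed counts of C1, Cdh5 (chromosome 8 of GRCm38, 104101625 to 104144511) had 388 ± 84.7 CPM, the UMIs of a gene scaled to a common total (SD, n = 4 sums, 2 genotypes by 2 replicates). Gja5 (chromosome 3, 96904693 to 97077416) had 248 ± 81.3. The values in C3 were 3.79 ± 2.36 for Cdh5 and 1.14 ± 0.785 for Gja5. Both genes are among the markers that named C1, so these values describe the grouping and do not test it.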

C2 and C3 were recognized as megakaryocytes and macrophages, respectively, given their high expression of the corresponding markers and their enriched biologic functions (Figure S6F,G, Supporting Information),^[^ ^34^, ^35^, ^36^, ^37^ ^]^ both of which were excluded from further analysis.

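The genes leading C2 included Pf4, Ppbp, Gp1bb and Treml1. The larger of the 2 C3 clusters, with 651 cells, was led by Mrc1, Dab2 and Lyve1. The macrophage-like cells of C3 had sums of 2732257 to 21327893 UMIs. Between cKO and control macrophage-like cells, 0 of 10915 genes passed an adjusted p of 0.05 in edgeR, and 25 had an unadjusted p under 0.05. DESeq2 called 1 gene, edgeR with the replicate as a block called 3, and edgeR without the low-count filter called 26.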

**Figure 3:**
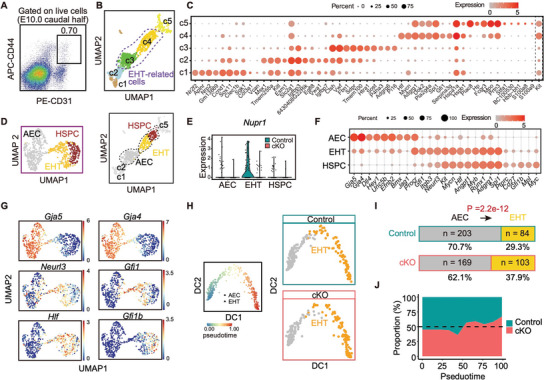
scRNA‐seq reveals a promoted transition from AECs to EHT cells in Nupr1‐deficient embryos. A) Representative flow cytometric analysis of CD31^+^CD44^+^ cells in E10.0 (32–33 sp) Control and cKO AGM regions. B) UMAP plot showing the cells of unsupervised clustering of integrated data. The clusters (c3 and c4) outlined by dashed lines were used for subsequent analysis. C) Dot plot displaying the expression levels of top 10 signature genes in five clusters in (B) and Kit as a reference. D) UMAP plot showing three subclusters were distinguished from c3 and c4 (left). UMAP plot showing the three subclusters map into c1–c5 clusters (right). E) Violin plot showing the expression levels of *Nupr1* in AEC, EHT, and HSPC clusters. F) Dot plot displaying the expression levels of signature genes in in AEC, EHT, and HSPC clusters. G) UMAP plot showing the expression level of indicated genes in in AEC, EHT, and HSPC clusters. H) Trajectory analysis indicating the developmental path from AEC to EHT cells, and the EHT cells along the pseudotime were shown. I) Bar chart revealing the distribution of cells in AEC, EHT clusters in Control and cKO embryos. The chi‐square test was used to evaluate the constitution differences between Control and cKO cells. J) Aera plot showing the proportion along the development pseudotime from AECs to EHT cells between control and cKO embryos.

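Clustering of the C1 cells gave 6 clusters at resolution 0.2. By their markers, 2 were named plexus-like, with 281 cells together, 1 myeloid-like, 2 AEC-like and 1 EHT-like. Among C1 cells without the mesenchymal-like cells, the plexus-like share was 38.8% (exact binomial 95% interval 33.1 to 44.9) in cKO and 22.5% (17.7 to 27.8) in control cells of replicate 1. In replicate 2 the shares were 18.7% (14.4 to 23.5) and 18.7% (14.4 to 23.8). The myeloid-like share was 3.60% (1.74 to 6.52) in cKO and 9.47% (6.34 to 13.5) in control cells of replicate 1, and 24.0% (19.3 to 29.2) and 21.2% (16.6 to 26.4) in replicate 2. Neither share moved in the same direction in both replicates.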

C1 was further subdivided into five cell clusters, c1–c5 (Figure 3B). Of these, two small endothelial populations, c1 and c2, were characterized by *Kitl* expression (Figure 3C), which was previously identified to be localized at the vascular plexus but not major arteries.^[^ ^25^ ^]^ c5 highly expressed genes enriched in myeloid progenitors (*Mpo* and *Fcgr3*) (Figure 3C). These three clusters were not directly relevant to the EHT and were therefore removed. In contrast, c3 was characterized by the high expression of genes expressed majorly in the arteries (*Tmem100*, *Htra1*, and *Adgrg6*),^[^ ^38^ ^]^ and c4 highly expressed several signature genes of HSC‐primed HECs and pre‐HSCs (*Hlf*, *Mycn*, *Adgrg1*, and *Gfi*) (Figure 3C).^[^ ^25^, ^39^ ^]^ Thus, c3 and c4 were recognized as EHT‐related cells and were selected for further analysis, which included 363 and 332 individual cells from the control and cKO embryos, respectively.

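Kitl had 123 ± 10.2 CPM in plexus-like cells (SD, n = 4 sums) and 22.5 ± 6.89 in AEC-like cells. A level of Kitl above the mean of the C1 clusters was part of the rule that named the plexus-like clusters. In myeloid-like cells Mpo had 1454 ± 506 CPM and Fcgr3 had 343 ± 147. S100a8 and S100a9, which are immune genes, were among the genes leading this cluster.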

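In AEC-like cells Tmem100 had 345 ± 66.2 CPM, Htra1 189 ± 59.7 and Adgrg6 76.6 ± 15.1 (SD, n = 4 sums). In EHT-like cells, as defined at the next step, these genes had 7.66 ± 4.21, 11.5 ± 4.34 and 6.62 ± 4.96. Hlf had 112 ± 25.0 CPM in EHT-like cells, Mycn 124 ± 35.5 and Adgrg1 215 ± 12.3. The values in AEC-like cells were 10.4 ± 3.94, 14.9 ± 13.0 and 30.5 ± 10.6. All of these genes were markers in the naming. The EHT-related cells numbered 364 in control and 332 in cKO embryos. These numbers were in view when the clustering rule and the numerical library were settled, so their closeness to the published ones is no independent check.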

Re‐clustering of EHT‐related cells showed that three subclusters could be distinguished (Figure 3D); c3 corresponded to the AEC population, and c4 was further divided into two subclusters: EHT and HSPC (Figure 3D). 

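The EHT-related cells formed 4 clusters at resolution 0.4. The AEC-like cells (370) made up 2 of them, and the smaller, with 110 cells, was led by cycling genes such as Cenpf and Mki67. The EHT-like cluster held 140 cells and was led by Gfi1, Spi1, Acta2 and Nr4a1, with the stress-related genes Hspb1 and Cebpb among its 10 leading genes. The remaining cluster of 186 cells scored highest for the HSPC markers. None of those markers was among its leading genes, which included Mpo and Prtn3, so it is not compared between genotypes by that name.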

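In EHT-like cells the arterial gene Gja5 had 75.3 ± 30.0 CPM (SD, n = 4 sums), against 1023 ± 228 in AEC-like cells. Gfi1 (chromosome 5 of GRCm38, 107716657 to 107726036) was detected in 87.9% of EHT-like cells (exact binomial 95% interval 81.3 to 92.8) and in 14.9% of AEC-like cells (11.4 to 18.9). For Neurl3 the shares were 90.0% (83.8 to 94.4) and 33.2% (28.5 to 38.3). The median depth was 45947 UMIs in EHT-like and 24190.5 in AEC-like cells. After thinning to 6000 UMIs, with 2 EHT-like and 13 AEC-like cells left out as shallower, the shares were 33.3% and 6.16% for Gfi1 and 32.6% and 10.4% for Neurl3. In plexus-like cells, which should lack Gfi1, it was detected in 0.356% (0.00901 to 1.97) at a median depth of 36059 UMIs. Both genes were markers in the naming, whereas Nupr1 was not used. Among control cells, Nupr1 (chromosome 7 of GRCm38, 126623249 to 126630861) was detected in 37.9% of EHT-like cells (26.2 to 50.7), 22.9% of HSPC-named cells (15.0 to 32.6) and 10.4% of AEC-like cells (6.55 to 15.5). It was detected in 0 of 117 plexus-like control cells, which allows a share of up to 2.56% if a count of 0 is taken to allow 3. The median depths of these control cells were 47141, 65137, 24157 and 31302 UMIs. In the thinned control cells Nupr1 was detected in 13.6% of EHT-like, 5.26% of HSPC-named and 3.55% of AEC-like cells, with 0, 1 and 5 cells left out. Macrophage-like control cells of C3 had the highest share, 68.2% (63.3 to 72.9), at a median depth of 55036 UMIs. Between EHT-like and AEC-like control cells, the log2 fold change of Nupr1 was 2.30 (SE 0.42, adjusted p = 0.00169 in edgeR).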

The EHT cluster retained a weak expression of arterial genes, a high expression of the HEC markers *Gfi1* and *Neurl3*, and importantly, specifically the expression of *Nupr1* (Figure 3E–G). Therefore, the EHT cluster represented HECs and the cells undergoing EHT, which correspond to the immunophenotypic PK44 cells, given their exclusive co‐expression of *Procr* and *Kit* among the three EHT‐related cell populations (Figure 3F). 

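UMIs of both Procr and Kit were found in 114 of 140 EHT-like cells, or 81.4% (exact binomial 95% interval 73.99 to 87.5). They were also found together in 27.8% of AEC-like cells (23.3 to 32.7) and in 52.2% of the HSPC-named cells (44.7 to 59.5). In macrophage-like cells, at a median depth of 59960 UMIs, the share was 0.395% (0.0816 to 1.15). After thinning, the shares were 21.7%, 9.24%, 8.65% and 0%, with 2, 13, 1 and 7 cells left out. Co-detection was therefore most frequent in EHT-like cells but not restricted to them. The mean level of Procr was 193 CPM in EHT-like, 206.5 in AEC-like and 40.3 in HSPC-named cells. That of Kit was 112, 19.7 and 104. Of these populations, only EHT-like cells were high in both. Procr and Kit were both among the EHT markers in the naming. A gate on C1 cells with both genes and without Ptprc held 66 EHT-like, 101 AEC-like, 88 plexus-like, 43 HSPC-named and 4 myeloid-like cells.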

We further confirmed the sharply decreased expression of *Nupr1* in cells from cKO embryos compared to that in controls (Figure 3E). 

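Nupr1 is the targeted gene and served as a check of the hashtag labels. In EHT-like cells it had 4.62 ± 2.12 CPM in cKO and 42.6 ± 7.04 in control embryos (SD, n = 2 each). The log2 fold change was -3.16 (SE 0.45, adjusted p = 0.0412 in edgeR, 9079 genes tested). The sums held 1407617 to 2284697 UMIs, with 6 and 12 Nupr1 UMIs in cKO and 86 and 67 in control cells. With the naming rule planned in advance, which leaves EHT and HSPC cells together, the log2 fold change was -3.21 and the adjusted p was 0.393 in edgeR. The adjusted p of Nupr1 in edgeR and DESeq2 was 0.0400 or lower under every other alternative that gave a value. Nupr1 was also lower in cKO cells of other populations. The log2 fold change was -5.06 (adjusted p = 1.00 in edgeR) in AEC-like and -4.24 (adjusted p = 1.00 in edgeR) in macrophage-like cells. Neither passed the threshold in this test, which leaves the pairing by replicate out. In replicates 1 and 2 the levels were 0 against 5.03 and 0.422 against 13.6 CPM in AEC-like cells. In macrophage-like cells they were 0.286 against 23.4 and 2.25 against 40.7 CPM.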

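Diffusion pseudotime was computed in Scanpy on the AEC-like and EHT-like cells with 15 neighbours, starting in the AEC-like cells. The mean pseudotime was 0.191 over the 370 AEC-like and 0.755 over the 140 EHT-like cells. The start was set in the AEC-like cells, which favours this order. The mean over both populations was 0.393 in cKO and 0.359 in control cells of replicate 1, and 0.329 and 0.302 in replicate 2. The difference of 0.0299, cKO minus control, had a p of 0.667 in a two-sided exact permutation test. The difference was positive within both replicates, 0.0335 and 0.0264. As the populations lie far apart in pseudotime, their joint mean moves with the share of EHT-like cells and is no separate evidence. A shift within a population was not tested. The difference also depended on the sums and rules used. It went to -0.00209 without cKO replicate 1, which sets cKO replicate 2 against the controls of both replicates and so takes in the difference between replicates. It went to -0.0120 under naming rule 4, where the 27 cells named EHT had no EHT marker among the 10 leading genes of their cluster and a mean pseudotime of 0.306, below the 0.372 of the AEC-named cells.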

Pseudotime trajectory analysis demonstrated a continuous development path from AEC to EHT cluster cells, representing the critical fate transformation seen in EHT (Figure 3H). 

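Of the AEC-like and EHT-like cells, 39 of 116 were EHT-like in cKO replicate 1, or 33.6% (exact binomial 95% interval 25.1 to 43.0), and 35 of 126 in cKO replicate 2, or 27.8% (20.2 to 36.5). In control embryos the numbers were 42 of 150, or 28.0% (21.0 to 35.9), in replicate 1 and 24 of 118, or 20.3% (13.5 to 28.7), in replicate 2. The means were 30.7% ± 4.13 (SD, n = 2) in cKO and 24.2% ± 5.42 (SD, n = 2) in control embryos. The difference of 6.53 percentage points was positive in both replicates, 5.62 and 7.44. The two-sided exact permutation test, which leaves the pairing by replicate out and cannot give a p below 0.333, gave p = 0.667, so it does not decide on a difference of this size. Taking cells as replicates, the chi-square test gave p = 0.160 and the Cochran-Mantel-Haenszel test, stratified by replicate, p = 0.124. The naming rule moved the difference most. Over the 5 rules it ranged from 1.95 to 6.54 points, and it was 2.00 with the rule planned in advance. Not all rules count the same cells. The planned rule named no EHT cluster, so its pooled EHT and HSPC cells were counted. Its AEC-named cells included a cluster with Kitl among its leading genes. The 1.95 came from rule 4, whose EHT-named cluster of 27 cells had no EHT marker among its leading genes. The rule in use gave the largest value but 1, and the cell numbers behind these differences were in view before it was settled. With all cells of the Procr and Kit gate counted as EHT cells, the difference was 16.6 points in replicate 1 and -0.82 in replicate 2. That gate held more AEC-like (101) and plexus-like (88) than EHT-like (66) cells, so it is not the same measure. Among all C1 cells without the mesenchymal-like ones, the AEC-like share in cKO differed from that in control embryos by -10.2 points in replicate 1 and -2.88 in replicate 2. The EHT-like share differed by -0.708 and 3.19 points. The paper reports a lower share of AECs and a higher share of EHT cells in cKO embryos. From this, together with its flow cytometry and histology, it concludes that HEC specification was enhanced.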

Importantly, a promoted transition from AECs to EHT cells was observed in Nupr1‐deficient embryos, showing a relatively decreased proportion of AECs and an increased proportion of EHT cells compared to the controls (Figure 3H–J). Therefore, the scRNA‐seq data validated the findings of flow cytometric and histological analyses, showing an enhanced HEC specification in Nupr1‐deficient embryos. Considering that Nupr1 is also expressed in a small portion of AECs, these results suggest that Nupr1 has begun to function at this early stage of HEC specification (Figure 3E).^[^ ^25^ ^]^

### 2.4 Loss of Nupr1 Facilitates Blood‐Forming Capacity of HECs

Next, we performed a series of functional assays to determine the hemogenic capacity of HECs in Nupr1 deficiency. Briefly, candidate endothelial populations were isolated and co‐cultured with OP9‐DL1 stromal cells for six days in a culture system similar to that previously used for inducing HSC‐primed HECs or pre‐HSCs to mature into transplantable HSCs (**Figure** **4**A).^[^ ^25^, ^39^ ^]^ First, we evaluated the blood‐forming capacity of the whole endothelial pool from the caudal half in the E9.5 embryo. By performing co‐culture using 500 immunophenotypic endothelial cells, we detected more CD45^+^ hematopoietic cells in cKO embryos than in control embryos (Figure 4B,C). Of note, we found that the generation of immunophenotypic HSPCs (CD45^+^Sca1^+^Kit^+^CD201^+^) was dramatically increased in cKO cultures (Figure 4D,E). This finding was further confirmed by the CFU‐C assay, which showed an increase in hematopoietic progenitors generated from the endothelial cells of E9.5 cKO embryos (Figure 4F). Considering that, compared with controls, endothelial cells from cKO embryos contained more immunophenotypic HECs (PK44 cells) (Figure 2A) and more EHT population as detected by scRNA‐seq (Figure 3H,I), the increased hematopoietic products might be at least in part due to the increased HEC proportion in the endothelial pool. Next, to determine whether the hemogenic capacity of HECs was altered by Nupr1 deficiency, we co‐cultured 100 immunophenotypic HECs (PK44 cells) from the caudal half in E10.0 embryos. Notably, more CD45^+^ hematopoietic cells were generated (Figure 4G,H) along with immunophenotypic HSPCs and hematopoietic progenitors, as detected by the CFU‐C assay (Figure 4I–K). Therefore, the blood‐forming capacity of HECs was enhanced in the absence of Nupr1.

**Figure 4:**
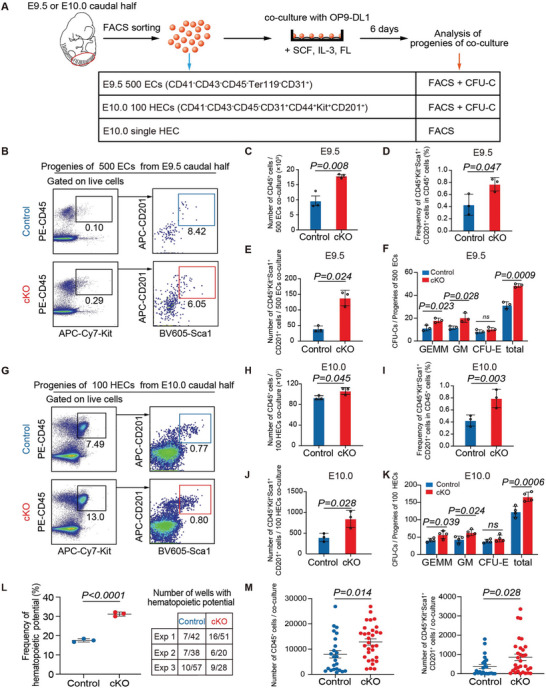
Loss of Nupr1 facilitates blood‐forming capacity of HECs. A) Schematic illustration of hematopoietic induction of ECs or HECs from E9.5 (26–28 sp) or E10 (32–34 sp) embryos. B) Representative flow cytometric analysis of the progenies of E9.5 ECs co‐culture. C) Quantification of the number of hematopoietic cells (CD45^+^) generated from E9.5 ECs co‐culture. Data are collected from three independent experiments. Data are represented as mean ± SD and analyzed by unpaired two‐tailed Student's *t*‐test. D,E) Quantification of the frequency and the number of CD45^+^Kit^+^Sca1^+^CD201^+^ cells generated from E9.5 ECs co‐culture. Data are collected from three independent experiments. Data are represented as mean ± SD and analyzed by unpaired two‐tailed Student's *t*‐test. F) CFU‐C analysis of the derivatives of E9.5 ECs co‐culture. Data are collected from three independent experiments. Data are represented as mean ± SD and analyzed by unpaired two‐tailed Student's *t*‐test. G) Representative flow cytometric analysis of the progenies of E10.0 HECs co‐culture. H) Quantification of the number of hematopoietic cells (CD45^+^) generated from E10.0 HECs co‐culture. Data are collected from three independent experiments. Data are represented as mean ± SD and analyzed by unpaired two‐tailed Student's *t*‐test. I,J) Quantification of the frequency and the number of CD45^+^Kit^+^Sca1^+^CD201^+^ cells generated from E10.0 HECs co‐culture. Data are collected from three independent experiments. Data are represented as mean ± SD and analyzed by unpaired two‐tailed Student's *t*‐test. K) CFU‐C analysis of the derivatives of E10.0 HECs co‐culture. Data are collected from three independent experiments. Data are represented as mean ± SD and analyzed by unpaired two‐tailed Student's *t*‐test. L) Graph showing the frequencies of wells with hematopoietic potential after E10.0 single HEC co‐culture. Data are collected from three independent experiments. Data are represented as mean ± SD and analyzed by unpaired two‐tailed Student's *t*‐test. Number of wells with hematopoietic potential in individual experiment was shown in the right table. M) Quantification of the number of CD45^+^ cells (left) and CD45^+^Kit^+^Sca1^+^CD201^+^ cells (right) in each well with hematopoietic potential after E10.0 single HEC co‐culture. Data are represented as mean ± SD and analyzed by unpaired two‐tailed Student's *t*‐test.

In our previous studies, HECs represented by PK44 population have been transcriptomically and functionally proven to have initiated their intrinsic hemogenic program featured by Runx1 expression and present a continuum of cellular states from endothelial‐biased characteristics to hematopoietic‐biased characteristics prior to acquiring hematopoietic function.^[^ ^25^, ^28^, ^40^ ^]^ To determine whether the proportion of cells with blood‐forming capacity was increased in PK44‐represented HECs, or if the hemogenic capacity of individual blood‐forming cells was enhanced, or both, we performed single HEC induction and functional assays. First, 31.3% (31/99) of cKO PK44 cells gave rise to hematopoietic progenies, unlike only the 17.5% (24/137) of the controls, indicating a 1.8‐fold increase (Figure 4L). Second, the numbers of CD45^+^ hematopoietic products and immunophenotypic HSPCs generated per blood‐forming cell were both increased in the HECs from cKO embryos compared to controls (Figure 4M). Taken together, these functional data revealed that loss of endothelial Nupr1 promoted the specification of hematopoiesis‐primed functional HECs as well as enhanced the hemogenic potential of individual HECs toward HSPCs, consisting with the findings revealed by our single‐cell transcriptome data (Figure 3J).

### 2.5 Elevated TNF‐*α* Contributes to the Increased HSPC Generation in Nupr1‐Deficient Embryos

Taking advantage of the scRNA‐seq data, we explored the potential mechanism underlying the promoted EHT by Nupr1 deficiency. First, we evaluated the extent to which Nupr1 deficiency affects normal EHT‐related molecular changes. 

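Between cKO and control EHT-like cells, 1 of 9079 genes, Nupr1, passed an adjusted p of 0.05 in edgeR, and 64 had an unadjusted p under 0.05. DESeq2 also called 1 gene. The number moved most with the Wilcoxon test on cells at a log-normalization scale factor of 100000, an alternative chosen after the data were seen, which gave 291 genes at the paper's thresholds of a 1.3-fold change and an unadjusted P of 0.05. The same test at the default factor gave 6. In simulated sums with 200 changed genes, edgeR recovered 83% of 4-fold and 6% of 2-fold changes in this comparison. Those sums were drawn without the pairing by replicate that the real ones have, so recovery in the real data can differ. In AEC-like cells 0 of 10017 genes passed in edgeR, 82 had an unadjusted p under 0.05, DESeq2 called 0, and edgeR with the replicate as a block called 1. Between EHT-like and AEC-like control cells, edgeR called 1965 of 9929 genes, 780 higher and 1185 lower in EHT-like cells. Nupr1 was the only gene called in both comparisons. With the Wilcoxon test at the scale factor of 100000, 83 genes passed in both. Of these, 39 were higher in control and in EHT-like cells, 22 higher in control and in AEC-like cells, 14 higher in cKO and in AEC-like cells, and 8 higher in cKO and in EHT-like cells. Both comparisons share the control EHT-like cells. When the genotype labels of the EHT-like cells were shuffled within replicates 100 times, a median of 82 genes passed in both. The share of genes higher in control and EHT-like cells or in cKO and AEC-like cells was 63.9%, against a median of 81.1% after shuffling.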

We found that a set of differentially expressed genes (DEGs) between cKO and control cells in the EHT population were also a part of the DEGs between AEC and EHT clusters in control embryos (**Figure** **5**A). Notably, several hematopoietic transcription factors, such as *Egr1* and *Nr4a1*, were expressed more in cKO EHT cells (Figure 5A). Among these, Nr4a1 has been reported to maintain the function of HSCs and lymphocytes. 

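Egr1 (chromosome 18 of GRCm38, 34859823 to 34864984) had 114 ± 95.3 CPM in cKO and 60.6 ± 3.38 in control EHT-like cells (SD, n = 2 each). Its log2 fold change was 0.95 (SE 0.58, adjusted p = 1.00 in edgeR). Nr4a1 (chromosome 15, 101254269 to 101274795) had 164 ± 138 in cKO and 89.4 ± 24.3 in control cells, a log2 fold change of 0.93 (SE 0.61, adjusted p = 1.00 in edgeR). Both differences came from cKO replicate 2 and were within the spread between replicates. Without that sum, the log2 fold changes were -0.44 for Egr1 and -0.46 for Nr4a1. The Wilcoxon test on cells gave unadjusted p values of 0.0716 and 0.0516. No alternative called either gene, and the lowest adjusted p in edgeR was 0.0786 for both, without cKO replicate 1. Nr4a1 was among the genes leading the EHT-like cluster.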

Gene Ontology terms were mainly enriched in the genes upregulated in cKO compared with control EHT cells, and simultaneously belonged to the genes that were expected to be downregulated during the EHT process (Figure 5B). This finding suggests that the enhanced hemogenic activity resulting from Nupr1 deficiency was accompanied by the retention of certain characteristics of the upstream arterial endothelial populations.

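The arterial genes of the marker list, 11 of which were tested, had a median log2 fold change of -0.15 in EHT-like cells, cKO against control, and 2 of them were higher in cKO. This median lay at percentile 4.70 of 10000 random sets matched on expression. The median difference was 0.36 in replicate 1 and -0.99 in replicate 2, so the replicates went in opposite directions. The camera test gave p = 0.00259 for lower expression in cKO, and this did not hold under fry (p = 0.638) or with an estimated correlation (p = 0.348).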

**Figure 5:**
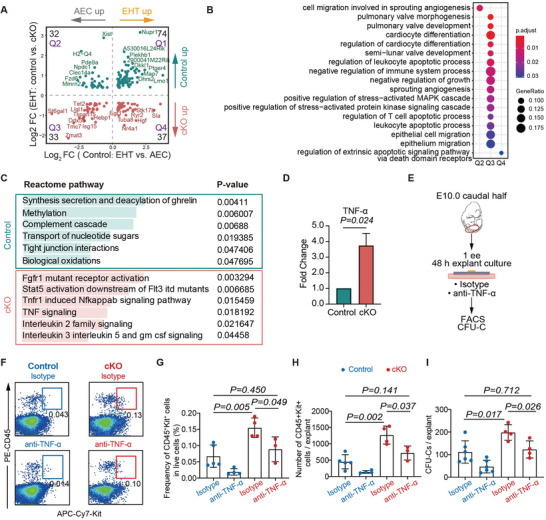
Elevated TNF‐*α* contributes to the increased HSPC generation in Nupr1‐deficient embryos. A) Dot plot displaying the differentially expressed genes (*x*‐axis) between AEC (left) or EHT (right) and differentially expressed genes upon loss of Nupr1 in EHT cells (*y*‐axis). Number of genes in each quadrant was labeled in the corner. The genes with *P‐*value less than 0.05 and fold change bigger than 1.3 were selected as differentially expressed genes and were labeled in dark green (up regulated genes in Control cells) or red (upregulated genes in cKO cells). B) Dot plot showing the enriched GO terms for Q1, Q2, Q3, and Q4 in (A), respectively (the genes in Q1 were not enriched in any GO term). C) Enriched Reactome pathways were shown between Control and cKO EHT cells. Wilcox test is used to assess the difference between the two groups, and *P*‐value less than 0.05 is considered statistically significant. D) qRT‐PCR detecting the expression level of TNF‐*α* in sorted EHT cells (CD31^+^CD45^−^Kit^+^) from E10.0 Control and cKO caudal half regions. Data are collected from two independent experiments. E) Schematic of explant cultures of E10.0 Control and cKO caudal half regions with isotype or anti‐TNF‐*α*. F) Representative flow cytometric analysis of the hematopoietic productions after explant cultures. G,H) Quantification of the frequency and the number of CD45^+^Kit^+^ cells from the derivatives of explant cultures. Data are collected from three independent experiments. Data are represented as mean ± SD and analyzed by unpaired two‐tailed Student's *t*‐test. I) CFU‐C analysis of the derivatives of explant cultures of E10.0 Control and cKO caudal half regions. Data are collected from three independent experiments. Data are represented as mean ± SD and analyzed by unpaired two‐tailed Student's *t*‐test.

Remarkably, Reactome signaling pathway analysis revealed that several inflammatory signals were overrepresented in Nupr1‐deficient EHT cells compared with controls, including TNF signaling, TNFR1 induced NF‐*κ*B signaling pathway, and their downstream signals, such as Interleukin 2, Interleukin 3, and Interleukin 5 signaling (Figure 5C). We mapped the overall expression levels of the genes associated with these signaling pathways onto the pseudotime axis of the EHT process and found that they were maintained or slightly elevated during EHT in the controls, whereas they were increased by Nupr1 deficiency in the EHT population (Figure S7A,B, Supporting Information). Previous studies have revealed that elevated levels of these pro‐inflammatory cytokines dramatically promote HEC specification and HSPC generation. 

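Of the 20 cytokines, receptors and NF-κB pathway genes shown in Figure S7, Il6, Lif, Cxcl13 and Ccl21a had no UMI in the 74 cKO and 66 control EHT-like cells. The other 16 were compared between cells by a t-test, the test named in the legend. It was run on values log-normalized at the scale factor of 100000, which was chosen after the data were seen. Relb had the lowest unadjusted p, 0.0656, and the lowest adjusted p over the 16 genes was 0.642 after Benjamini-Hochberg adjustment. For Tnf this test gave an unadjusted p of 0.602. Il1b was detected in 6 cKO and 4 control cells, with 9 and 50 UMIs, and Cxcl2 in 6 and 3 cells, with 13 and 4 UMIs. These p values take cells as replicates.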

We then analyzed the expression levels of several pro‐inflammatory cytokines in our single‐cell transcriptome data (Figure S7C, Supporting Information). 

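Tnf (chromosome 17 of GRCm38, 35199381 to 35202007) was detected in 2 of 39 and 3 of 35 cKO EHT-like cells of replicates 1 and 2, and in 2 of 42 and 0 of 24 control cells. These cells held 7 Tnf UMIs in cKO and 3 in control embryos. The pooled shares were 6.76% in cKO and 3.03% in control cells (two-sided Fisher's exact test, p = 0.447). The mean level was 1.79 ± 1.07 CPM in cKO and 0.656 ± 0.928 in control cells (SD, n = 2 each), a difference of 1.14 that was 0.382 without cKO replicate 2 and 1.89 without cKO replicate 1. Too few UMIs were present for Tnf to pass the low-count filter. Without the filter, edgeR gave a log2 fold change of 1.16 with an unadjusted p of 0.344 (adjusted p = 1.00). In plexus-like cells, Tnf was detected in 2.85%, at a median depth of 36059 UMIs, against 5.00% in EHT-like cells at 45947 (two-sided Fisher's exact test, p = 0.274), so the share in EHT-like cells was not distinguishable from that background. When these cells were thinned to 6000 UMIs without new clustering, Tnf was detected in 0 of 72 cKO and 0 of 66 control EHT-like cells, with 2 and 0 cells left out. The alternative that moved the level most was the Procr and Kit gate, with a lower level in cKO and a difference of -1.02 CPM. That gate held 66 EHT-like cells against 101 AEC-like and 88 plexus-like ones. Macrophage-like cells had Tnf in 46.2%.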

Notably, we found that one of the most important proinflammatory cytokines, tumor necrosis factor‐*α* (TNF‐*α*), was significantly upregulated in Nupr1‐deficient EHT cells, which was further confirmed by qRT‐PCR validation in sorted control and cKO E10.0 AGM EHT‐ related cells (CD31^+^CD45^−^Kit^+^) (Figure 5D). To further validate whether the elevated TNF‐*α* may contribute to the increased HSPC generation in Nupr1‐deficient embryos, we added a specific TNF‐*α* neutralizing antibody to block its function in an explant culture assay (Figure 5E). Notably, the results showed that the proportion and number of HSPCs generated was reduced back to the levels in control embryos after TNF‐*α* neutralization in cKO embryos (Figure 5F–I).

Taken together, these data suggested that Nupr1 restrained the EHT process mainly by participating in the modification of TNF‐*α* mediated inflammatory signals. However, the precise underlying regulatory mechanisms need to be explored in the future.

## 3 Discussion

Uncovering the precise molecular events and regulatory mechanisms underlying EHT and HSC development will provide important resources and novel targets for in vitro regeneration of transplantable HSCs. Current studies have mainly focused on the positive regulators of EHT, whereas relatively few suppressors have been discovered.

In our study, we found that specific deletion of endothelial Nupr1 leads to increased generation of HECs and HSPCs in the AGM region. Subsequently, in vivo and in vitro experiments confirmed that the loss of endothelial Nupr1 generates more functional HECs and HSPCs. Recently it was found that Nupr1 is highly expressed in adult HSCs, after the deletion of which, their function was significantly enhanced, showing augmented long‐term remodeling ability and multilineage differentiation potential. Mechanistically, Nupr1 regulates the proliferation of quiescent HSC by inhibiting the p53 signaling pathway.^[^ ^29^ ^]^ Nupr1 has also been reported to be involved in cell death, mitochondrial dysfunction, and ROS production under various stress conditions.^[^ ^41^ ^]^ Notably, in the present study, we found that several TNF‐related inflammatory signaling pathways were significantly up‐regulated in Nupr1‐deficient cells through scRNA‐seq analysis, which has not been previously reported, suggesting the existence of distinct regulatory mechanisms that might be cell‐context‐dependent. Through functional validation, we found that TNF‐*α* was upregulated in Nupr1‐deficient HECs and that the use of a neutralizing antibody could partially restore the excessive HSPC production in the explant cultures from Nupr1‐deficient embryos. However, whether Nupr1 directly regulates TNF‐*α* expression, and the underlying mechanism remain unclear. Further studies are required to explore these molecular details.

In summary, our findings reveal that Nupr1 is an important negative regulator of EHT. Combined with its function in adult HSCs, we believe that Nupr1 may be an ideal target for HSC regeneration research in future.

## 4 Experimental Section

### Mice

*VEC‐Cre* mice were purchased from Jackson Laboratory (B6;129‐Tg(Cdh5‐cre)1Spe/J). *Nupr1^fl/fl^* mice were described previously.^[^ ^29^ ^]^ All mice were maintained on C57BL/6 genetic background and bred in Specific Pathogen Free (SPF) condition at the Laboratory Animal Center of Academy of Military Medical Sciences. E9.5–E11.5 embryos were confirmed by counting the somite pairs (sp). The caudal half or AGM region was dissected as previously reported.^[^ ^7^ ^]^ The experimental manipulations of mice were approved by the Animal Care and Use Committee of the Institute.

### OP9‐DL1 Co‐Culture and Colony Forming Unit‐Culture (CFU‐C) Assay

FACS‐sorted cells were co‐cultured with OP9‐DL1 stromal cells in 24‐well plate, containing *α*‐MEM (Gibco), 10% fetal bovine serum (Hyclone), and cytokines (100 ng mL^−1^ SCF, 100 ng mL^−1^ Flt3 ligand, and 100 ng mL^−1^ IL‐3, PeproTech). After 6 d of co‐culture, cells in each well were harvested for flow cytometry analysis. For CFU‐C assay, cells were plated in 35 mm Petri dish containing 1.5 mL methylcellulose‐based medium with recombinant cytokines (MethoCult GF M3434, STEMCELL Technologies) at 37 °C, 5% CO_2_ in a humidified chamber. Colonies were quantified after 7 d.

### Immunofluorescence and Whole‐Mount Immunostaining

The immunofluorescence and whole‐mount immunostaining assays were performed as previously reported.^[^ ^25^ ^]^ Briefly, for immunofluorescence, embryos were isolated, fixed with 4% paraformaldehyde, and embedded in paraffin in the sitting position (rostrum up, caudal part down). Then, using a Leica RM2235, the trunk region of E9.5/E10.0 embryos was consecutively sectioned at a range of 5–6 µm between the forelimb buds and the hindlimb buds. Considering the intra‐aortic clusters were particularly abundant in middle region of the dorsal aorta,^[^ ^42^ ^]^ the median slices among all the consecutive slices were picked for subsequent counting. For instance, after sectioning the trunk between the forelimb and hindlimb buds, a total of 30 slices were acquired, of which slices 11–20 were taken into account for further counting. For each E9.5/E10.0 control embryo, eight sections were counted, and for each E9.5/E10.0 cKO embryo, ten sections were counted. For whole‐mount immunostaining, embryos were isolated and fixed with 2% paraformaldehyde, then the body parts between forelimb buds and hindlimb buds of E10.0 embryos were stained by antibodies in accordance with the standard protocol.

### Processing of scRNA‐Seq Data

Sequencing data from 10X genomics was processed with CellRanger software (version 5.0.1) with default mapping arguments. First, quality control was performed to filter out low quality cells. Then, the cells with singlet hashtag labels were selected using HTODemux function in Seurat^[^ ^43^ ^]^ (Version 4.1.0) package with default parameters. The cells were retained as following criteria: 1) more than 1800 genes, 2) more than 6000 UMIs, and 3) less than 5% of reads mapped to mitochondrial genes. Seurat (version 4.1.0) was used for further analyzes. Briefly, FindVariableGenes function was used to select highly variable genes (HVGs) with default parameters. HVGs were used as input for PCA dimension reduction. The top relevant PCs selected by Elbow methods were used for UMAP and unsupervised graph‐based clustering.

### Identification of DEGs and GO Enrichment

Genes detected in a minimum fraction of 0.1 in either of two cell populations were used for identify DEGs. FindMarkers function was employed to identify DEGs with Wilcoxon rank sum test. Genes with fold‐change ≥ 1.3 and *P*‐value ≤ 0.05 were selected as DEGs. ClusterProfiler^[^ ^44^ ^]^ (version 4.0.5) was used to perform gene ontology biological process enrichment analysis. FDR was used to adjust the Hypergeometric test *P*‐value, and adjusted *P*‐value less than 0.05 was selected as cluster specific enriched GO term.

### Statistical Analysis

No statistical methods were used to predetermine sample size. For statistical analysis between groups, unpaired two‐tailed Student's *t*‐test was used to calculate *P‐*values, unless otherwise specified. Statistical analysis was carried out using GraphPad Prism 8.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

H.W., D.L., and H.C. contributed equally to this work. Y.L., B.L., and J.Z. conceived and designed the study; H.W. and H.C. performed cell sorting with the help from Y.N.; H.W. performed co‐culture and transplantation assay with the help from S.H. and H.Z.; H.C. performed immunostaining assay with the help from Y.J. and R.Z.; H.W. and J.Z. performed scRNA‐seq; D.L. performed bioinformatics analysis with the help from Z.L.; J.W. kindly provided *Nupr1^fl/fl^* mice; Y.L. and J.Z. wrote the manuscript. All authors reviewed the manuscript.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

The scRNA‐seq data can be obtained in NCBI's Gene Expression Omnibus (GEO) with the accession number GSE205595. The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Nupr1 Negatively Regulates Endothelial to Hematopoietic Transition in the Aorta‐Gonad‐Mesonephros Region
**Source:** Adv Sci (Weinh). 2023 Jan 13;10(6):2203813. doi: 10.1002/advs.202203813
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202203813

Nupr1 Negatively Regulates Endothelial to Hematopoietic Transition in the  
Aorta-Gonad-Mesonephros Region

*Haizhen Wang, Di Liu, Haifeng Chen, Yuqing Jiao, Haixin Zhao, Zongcheng Li, Siyuan Hou,  
Yanli Ni, Rong Zhang, Jinyong Wang, Jie Zhou\*, Bing Liu\* and Yu Lan\**

## **Supplementary methods**

### **Flow Cytometry**

Cells were sorted and analyzed by flow cytometers FACS Aria 2 and Calibur (BD Biosciences), and the data were analyzed with FlowJo software (Tree Star). Following antibodies were used for cell staining: B220 (eBioscience, RA3-6B2), CD3 (eBioscience, 145-2C11), CD4 (eBioscience, GK1.5), CD8 (eBioscience, 53-6.7), Ly-6G (BioLegend, 1A8), Mac1 (eBioscience, M1/70), CD31 (BD or BioLegend, MEC13.3), CD44 (eBioscience or BioLegend, IM7), CD41 (BD or eBioscience, MWReg30), CD43 (BD, S7), CD45 (eBioscience, 30-F11), CD45.1 (eBioscience, A20), CD45.2 (eBioscience, 104), CD201 (eBioscience, eBio1560), Kit (eBioscience, 2B8 or BioLegend, ACK2 ), Sca-1 (eBioscience, D7), Ter119 (eBioscience, TER-119), and 7-amino- actinomycin D (7-AAD; eBioscience), TotalSeq™-B0953 PE Streptavidin (Biolegend, Cat#405289), TotalSeq™-B0954 PE Streptavidin (Biolegend, Cat#405291).

### **Cell cycle analysis**

For cell cycle analysis by Hoechst/Ki67 staining, cells were fixed using Fixation and Permeabilization Solution (BD, 554722). After surface marker antibodies staining, anti-Ki67-FITC (eBioscience, 20Raj1) and Hoechst 33342 (BD, 561908) staining were performed following standard protocol. For BrdU incorporation assay, 2 mg BrdU solution was injected intra-peritoneally into

pregnant females. Two hours later, embryos were collected and analyzed by APC BrdU Flow Kit (BD Pharmingen, 557892), following manufacturer's instructions.

### **AGM cells transplantation assay**

Ten to twelve-week-old female recipients (CD45.1/1 mice) were subjected to a split dose of 9 Gy  $\gamma$ -irradiation ( $^{60}\text{Co}$ ) at an interval of two hours. Freshly dissected E11.5 AGM cells (1 $\times 10^6$  or 0.3 $\times 10^6$  per recipient), together with  $2 \times 10^4$  nucleated bone marrow cells (CD45.1/2), were injected into irradiated recipients (CD45.1/1) via the tail vein. Donor (CD45.2/2) chimerism in peripheral blood from recipients were detected at 8 and 16 weeks post transplantation. The recipients demonstrating  $\geq 1\%$  donor-derived chimerism in peripheral blood were counted as successfully reconstituted. HSC frequencies were determined by extreme limiting dilution analysis (ELDA)<sup>[1]</sup>. For transplantation of co-cultured cells from T1 and T2 pre-HSCs, the recipients demonstrating  $\geq 5\%$  donor-derived chimerism in peripheral blood were counted as successfully reconstituted.

### **Explant cultures**

Caudal half regions were isolated from E10.0 embryos and cultured using an ex vivo explant culture system as previously described<sup>[2]</sup>. The medium used for the caudal half region culture contained IMDM (Hyclone) and 20% fetal bovine

serum (Hyclone) in the presence or absence of 10  $\mu\text{g/mL}$  of TNF- $\alpha$  neutralizing antibody (anti-TNF- $\alpha$ ) (eBioscience, TN3-19.12). After being cultured for 48 hours, caudal half regions were dissociated in collagenase for flow cytometry analysis and CFU-C assay.

### **FACS and cell hashing for scRNA-seq**

Cells from each E10.0 control and cKO caudal half were resuspended in 50  $\mu\text{L}$  FACS buffer (1 $\times$ PBS with 1% BSA). Sorting antibodies cocktail was prepared and added to the cell suspension, and incubated for 30 min at 4  $^{\circ}\text{C}$ . After washing, each oligo barcoded streptavidin with titrated dosage (0.125  $\mu\text{L}$  for 1 million cells) were incubated with the stained cells for 20 min at 4  $^{\circ}\text{C}$ . After washing 3 times, 10 nmol/L Biotin was added to bind redundant streptavidin in the cell suspension, and incubated for about 5min at 4  $^{\circ}\text{C}$ . After washing 3 times in 0.1% BSA/PBS, staining with 7-AAD was performed for 5 min. Cells from each embryo were sorted and pooled into one 1.5 mL centrifuge tube. Cells were then centrifuged at 400 $\times$  g at 4  $^{\circ}\text{C}$  for 5 min, resuspend in 50  $\mu\text{L}$  0.04% BSA/PBS to load into one lane of a 10 $\times$  Chromium V3 chip. The cDNA preparation was performed following the instruction manual, and the hashtag library was prepared following the BioLegend TotalSeq-B guide. The final cDNA library and tag library were both sequenced on NovaSeq 6000. Cells were sequenced to an average depth of 0.1 M per cell for cDNA and 0.01 M per cell for hashtags. For qRT-PCR, pools of 100 cells were sorted, reverse transcription

and cDNA amplification were performed as previously reported<sup>[3]</sup>. qRT-PCR was performed on LightCycler® 480 II system (Roche Diagnostics). The sequences of primers were: Nupr1: CCCTTCCCAGCAACCTCTAA (sense), AGCTTCTCTCTTGGTCCGAC (anti-sense); TNF- $\alpha$ : GATCTCAAAGACAACCAACATGTG (sense), CTCCAGCTGGAAGACTCCTCCCAG (anti-sense).

### **Integrated analysis of two experiments data**

To eliminate batch effect, we employed the method of integration provided in Seurat for scRNA-seq. First, the features that repeatedly variable across two experiment datasets were selected for integration. Then, anchors were identified among variable features cross two datasets used for correcting batch effect.

### **Constructing single-cell trajectories**

Diffusion pseudotime<sup>[4]</sup> (DPT) analyses in Scanpy<sup>[5]</sup> (version 1.8.1) was used to presume developmental trace. Briefly, a transition matrix by convolving Gaussians centered at nearby cells was built to construct the weighted nearest neighbor graph of the data. The probabilities of transition to each cell in the data was determined using random walks of any length on the nearest neighbor graph. Finally, the DPT between two cells was calculated with the Euclidian distance based on the probabilities vector.

## Calculation of pathway activity

We employed AUCell<sup>[6]</sup> package to evaluate pathway activity of each cell for all Reactome pathways. Wilcox test was used to select population specific pathways.

## Reference

[1] Hu Y, Smyth GK, *J Immunol Methods*. **2009**, 347, 1-2.

[2] Medvinsky A, Dzierzak E, *Cell*. **1996**, 86, 6.

[3] Gao S, Yan L, Wang R, Li J, Yong J, Zhou X, Wei Y, Wu X, Wang X, Fan X, Yan J, Zhi X, Gao Y, Guo H, Jin X, Wang W, Mao Y, Wang F, Wen L, Fu W, Ge H, Qiao J, Tang F, *Nat Cell Biol*. **2018**, 20, 10.

[4] Haghverdi L, Buttner M, Wolf FA, Buettner F, Theis FJ, *Nat Methods*. **2016**, 13, 10.

[5] Wolf FA, Angerer P, Theis FJ, *Genome Biol*. **2018**, 19, 1.

[6] Aibar S, Gonzalez-Blas CB, Moerman T, Huynh-Thu VA, Imrichova H, Hulselmans G, Rambow F, Marine JC, Geurts P, Aerts J, van den Oord J, Atak ZK, Wouters J, Aerts S, *Nat Methods*. **2017**, 14, 11.

**Supplementary Figure 1. Loss of Nupr1 led to an increase in HSPC generation in AGM region.**

(B) The expression level of *Nupr1* in distinct cell populations from yolk sac and HEC from AGM.

(C) Number of CFU-Cs in E10.5 yolk sac. Control (n=5) and cKO (n=4). Data

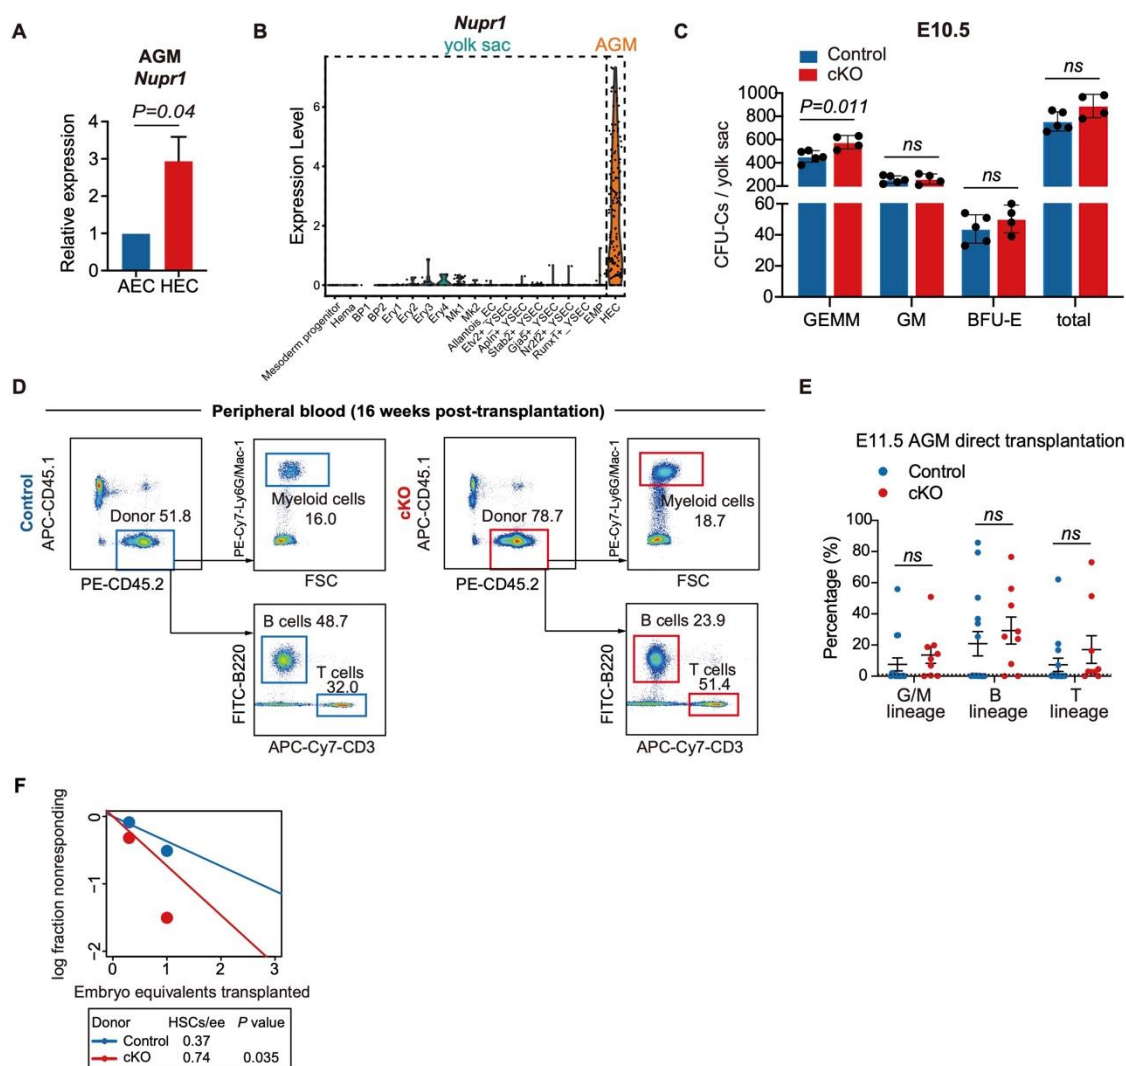

are represented as mean  $\pm$  SD and analyzed by unpaired two-tailed Student's t test.

(D) Representative flow cytometric showing donor-derived (CD45.2<sup>+</sup>) myeloid (Ly6G<sup>+</sup>/Mac-1<sup>+</sup>), B lymphoid (B220<sup>+</sup>), and T lymphoid (CD3<sup>+</sup>) cells in peripheral blood.

(E) Donor chimerism of myeloid (Ly6G<sup>+</sup>/Mac-1<sup>+</sup>), B lymphoid (B220<sup>+</sup>), and T lymphoid (CD3<sup>+</sup>) cells in peripheral blood after 16 weeks of transplantation.

Data are represented as mean  $\pm$ SEM.

(F) Quantification of HSCs in E11.5 Control and cKO AGM regions by limiting dilution assay with Y axis being log<sub>10</sub> scale.

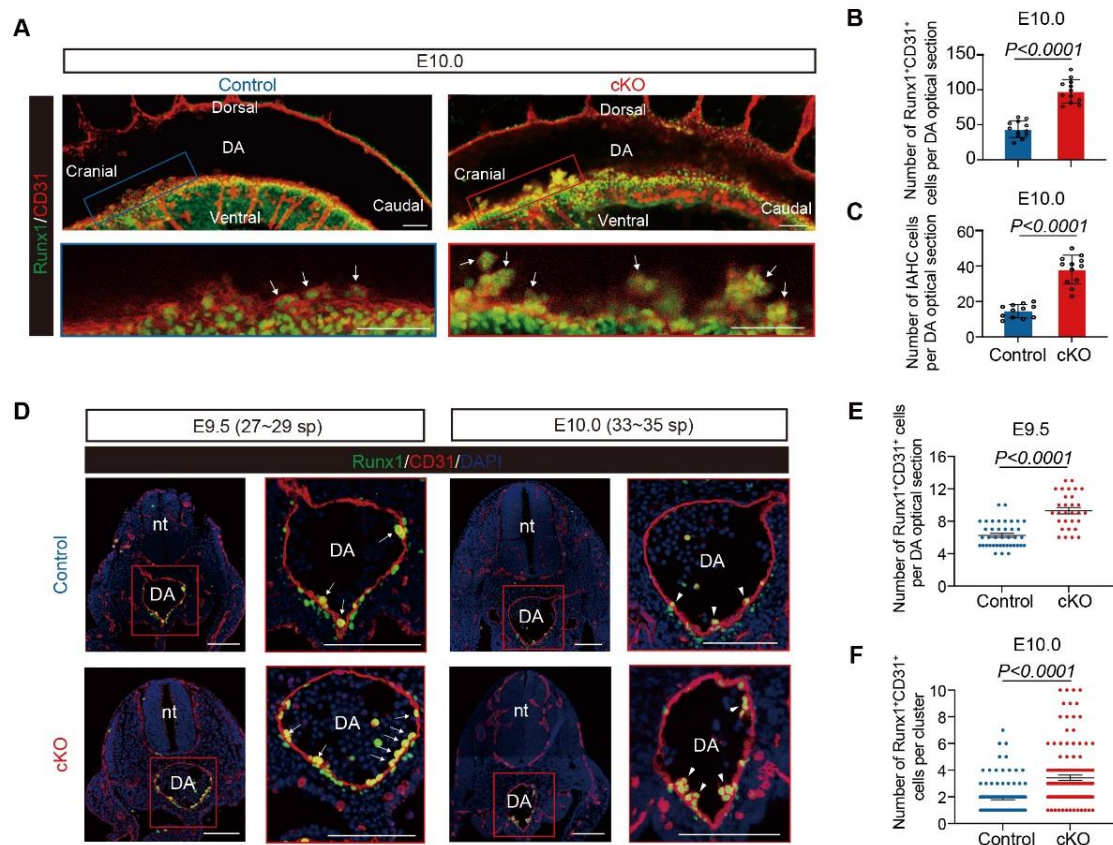

**Supplementary Figure 2. Loss of Nupr1 led to an increase in IAHC cells generation in AGM region.**

(A) Representative whole-mount confocal images of E10.0 Control and cKO AGM regions stained with CD31 and Runx1 (upper). The boxed floor of the DA regions is shown at higher magnification (lower). Arrows indicate Runx1<sup>+</sup>CD31<sup>+</sup> cells. DA, dorsal aorta. Scale bars, 50  $\mu$ m.

(B-C) Quantification of Runx1<sup>+</sup>CD31<sup>+</sup> cells (B), and budding IAHC cells with distinct borders (C) on each consecutive optical sections of DAs. 4 Control and 4 cKO embryos were analyzed. Data are represented as mean  $\pm$  SD and analyzed by unpaired two-tailed Student's t test.

(D) Representative immunostaining on cross sections at the AGM region of E9.5

(left) and E10.0 (right) Control and cKO embryos. Arrows indicate Runx1<sup>+</sup>CD31<sup>+</sup> cells. Arrowheads indicate hematopoietic cluster. nt, neural tube; DA, dorsal aorta. Scale bars, 100  $\mu$ m.

(E) Quantification of Runx1<sup>+</sup>CD31<sup>+</sup> cells on each consecutive optical sections of E9.5 (27-29 sp) DA. 5 Control and 3 cKO embryos were analyzed. Data are represented as mean  $\pm$  SD and analyzed by unpaired two-tailed Student's t test.

(F) Quantification of Runx1<sup>+</sup>CD31<sup>+</sup> cells in individual cluster of E10.0 (33-35 sp) DA. Each dot represents one cluster. 6 Control and 4 cKO embryos were analyzed. Data are represented as mean  $\pm$  SD and analyzed by unpaired two-tailed Student's t test.

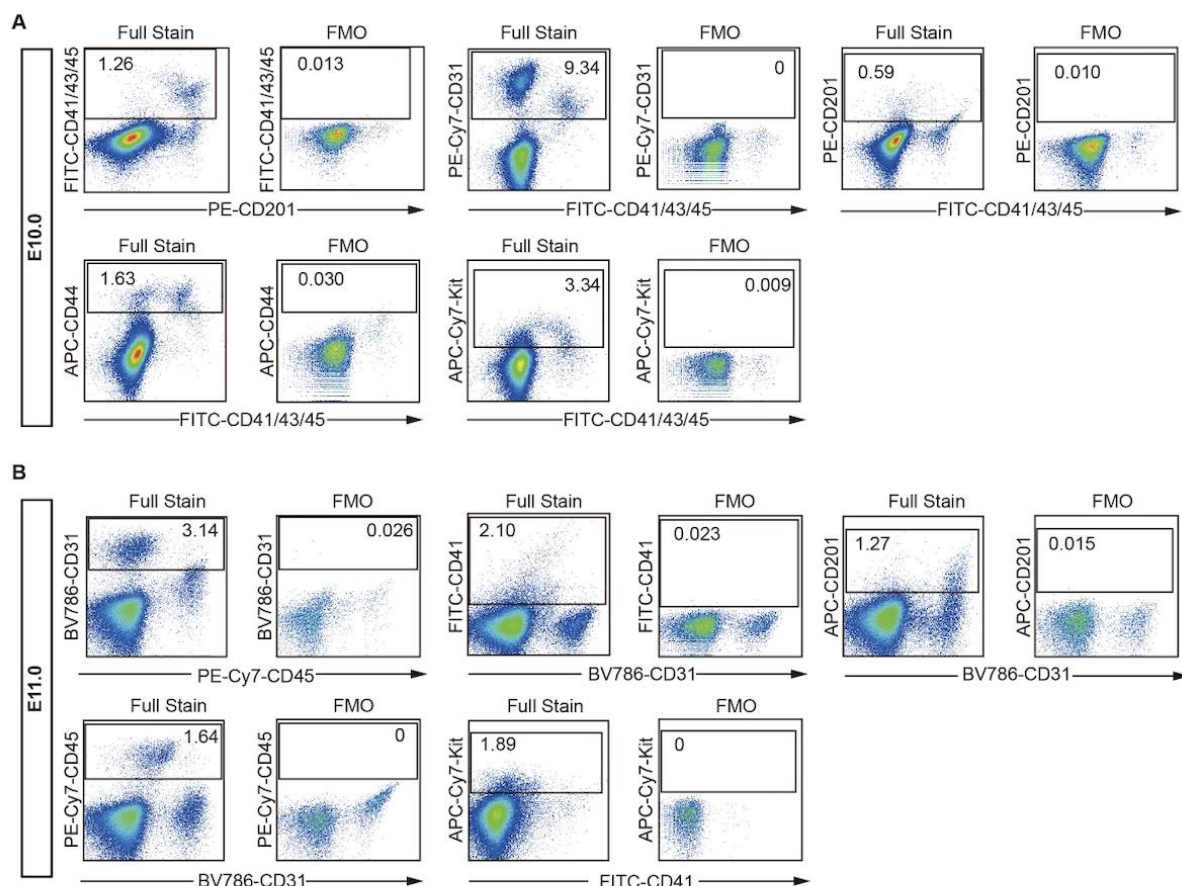

**Supplementary Figure 3. Fluorescence Minus One (FMO) controls related to Figure 2.**

(A) FMO controls of HECs ( $CD41^-CD43^-CD45^-CD31^+CD44^+Kit^+CD201^+$ ) and IAHC cells ( $CD31^+Kit^{high}$ ) in E10.0 caudal half regions related to Figure 2A.

(B) FMO controls of T1 pre-HSC ( $CD31^+CD45^-CD41^{low}Kit^+CD201^{high}$ ) and T2 pre-HSC ( $CD31^+CD45^+Kit^+CD201^{high}$ ) in E11.0 AGM regions related to Figure 2C.

## Supplemental Figure 4

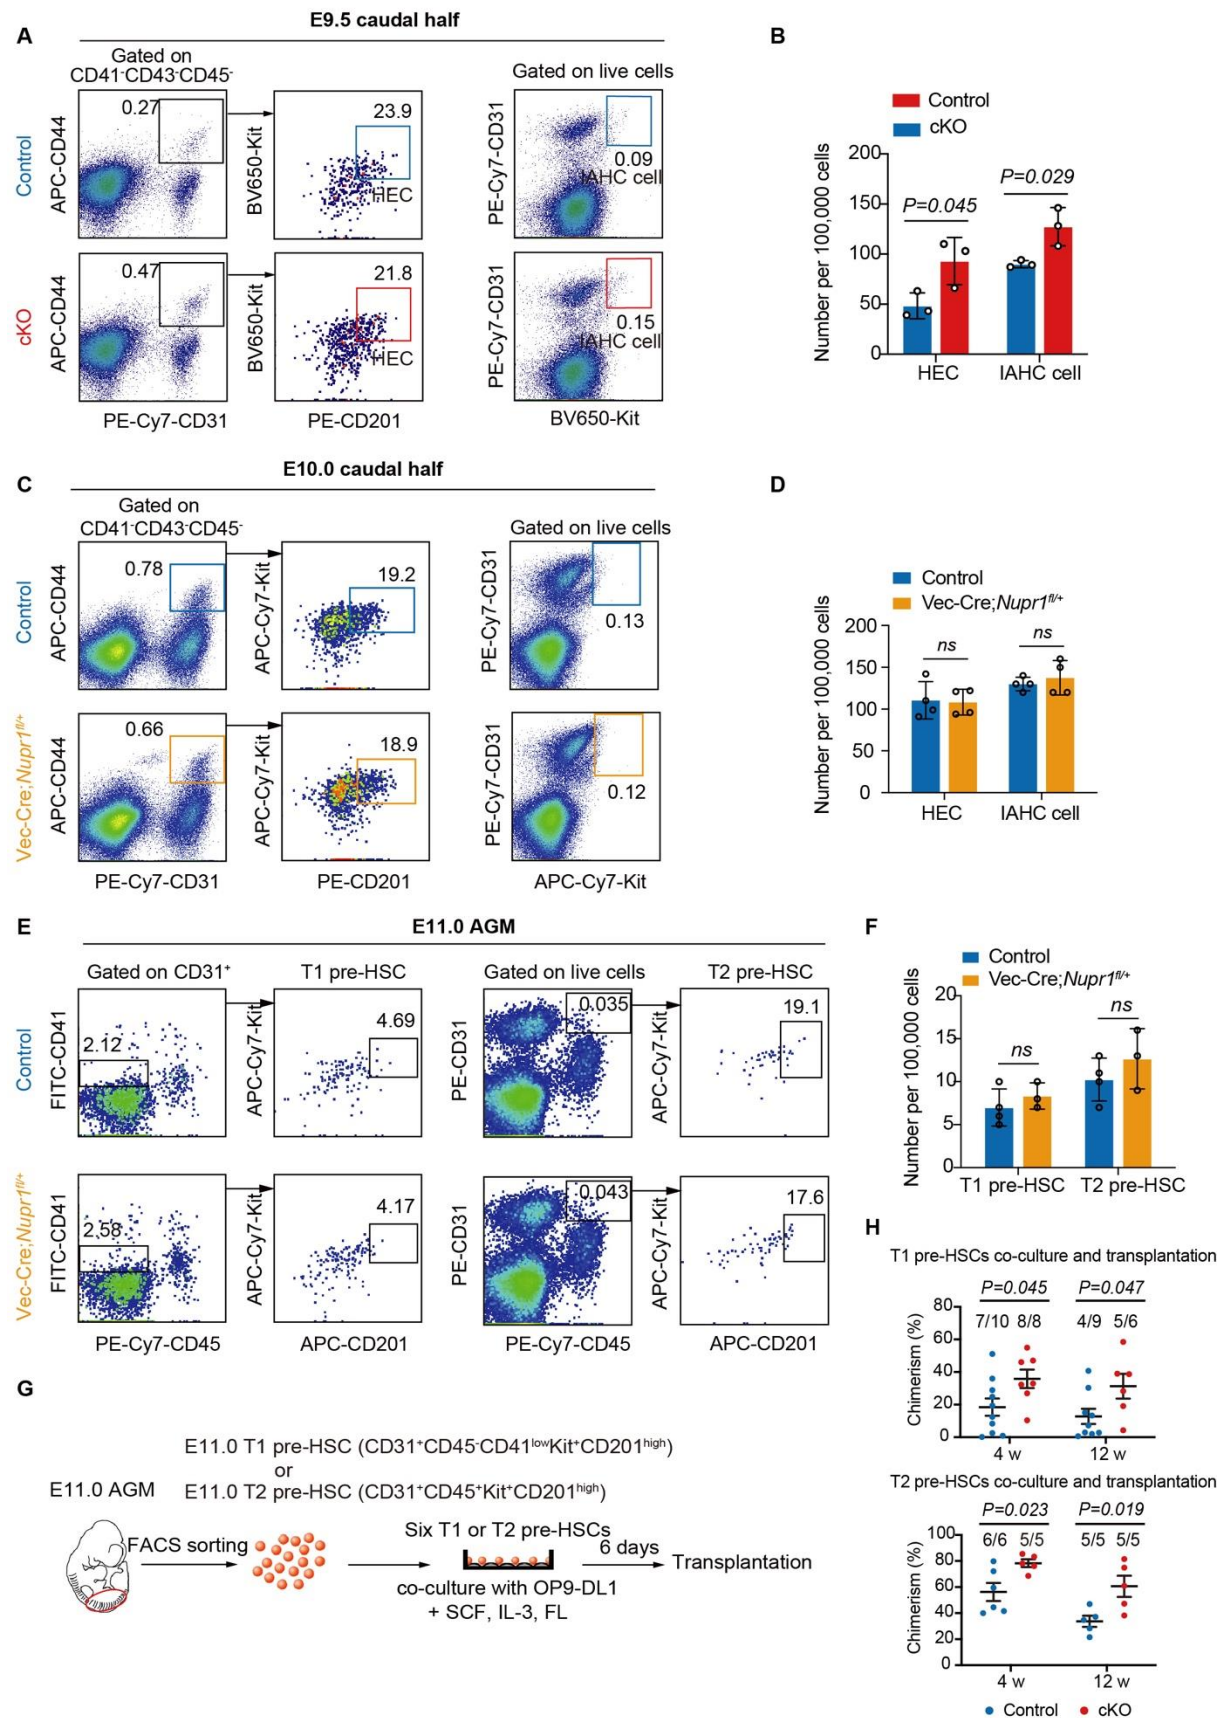

**Supplementary Figure 4. Loss of endothelial Nupr1 promoted HEC**

**specification.**

(A) Representative flow cytometric analysis of HEC (CD41<sup>-</sup>CD43<sup>-</sup>CD45<sup>-</sup>CD31<sup>+</sup>CD44<sup>+</sup>Kit<sup>+</sup>CD201<sup>+</sup>) and IAHC cells (CD31<sup>+</sup>Kit<sup>high</sup>) in E9.5 (27-29 sp) Control and cKO caudal half regions.

(B) Graph showing the number of HEC and IAHC cells in (A). Data are collected from 3 independent experiments. Data are represented as mean  $\pm$  SD and analyzed by unpaired two-tailed Student's t test.

(C) Representative flow cytometric analysis of HEC (CD41<sup>-</sup>CD43<sup>-</sup>CD45<sup>-</sup>CD31<sup>+</sup>CD44<sup>+</sup>Kit<sup>+</sup>CD201<sup>+</sup>) and IAHC cells (CD31<sup>+</sup>Kit<sup>high</sup>) in E10.0 Control and Vec-Cre;*Nupr1*<sup>fl/+</sup> caudal half regions.

(D) Graph showing the number of HEC and IAHC cells in (C). Data are collected from 3 independent experiments. Data are represented as mean  $\pm$  SD and analyzed by unpaired two-tailed Student's t test.

(E) Representative flow cytometric analysis of T1 pre-HSC (CD31<sup>+</sup>CD45<sup>-</sup>CD41<sup>low</sup>Kit<sup>+</sup>CD201<sup>high</sup>) and T2 pre-HSC (CD31<sup>+</sup>CD45<sup>+</sup>Kit<sup>+</sup>CD201<sup>high</sup>) in E11.0 Control and Vec-Cre;*Nupr1*<sup>fl/+</sup> AGM regions.

(F) Graph showing the number of T1 and T2 pre-HSCs in (E). Data are collected from 3 independent experiments. Data are represented as mean  $\pm$  SD and analyzed by unpaired two-tailed Student's t test.

(G) Schematic diagram of T1 and T2 pre-HSCs co-culture and transplantation.

(H) Donor chimerism in peripheral blood of recipients after T1 and T2

pre-HSCs co-culture and transplantation monitored at 4 and 12 weeks. The recipients demonstrating  $\geq 5\%$  donor-derived chimerism in peripheral blood were counted as successfully reconstituted. Data are collected from 3 independent experiments. Data are represented as mean  $\pm$  SEM and analyzed by unpaired two-tailed Student's t test.

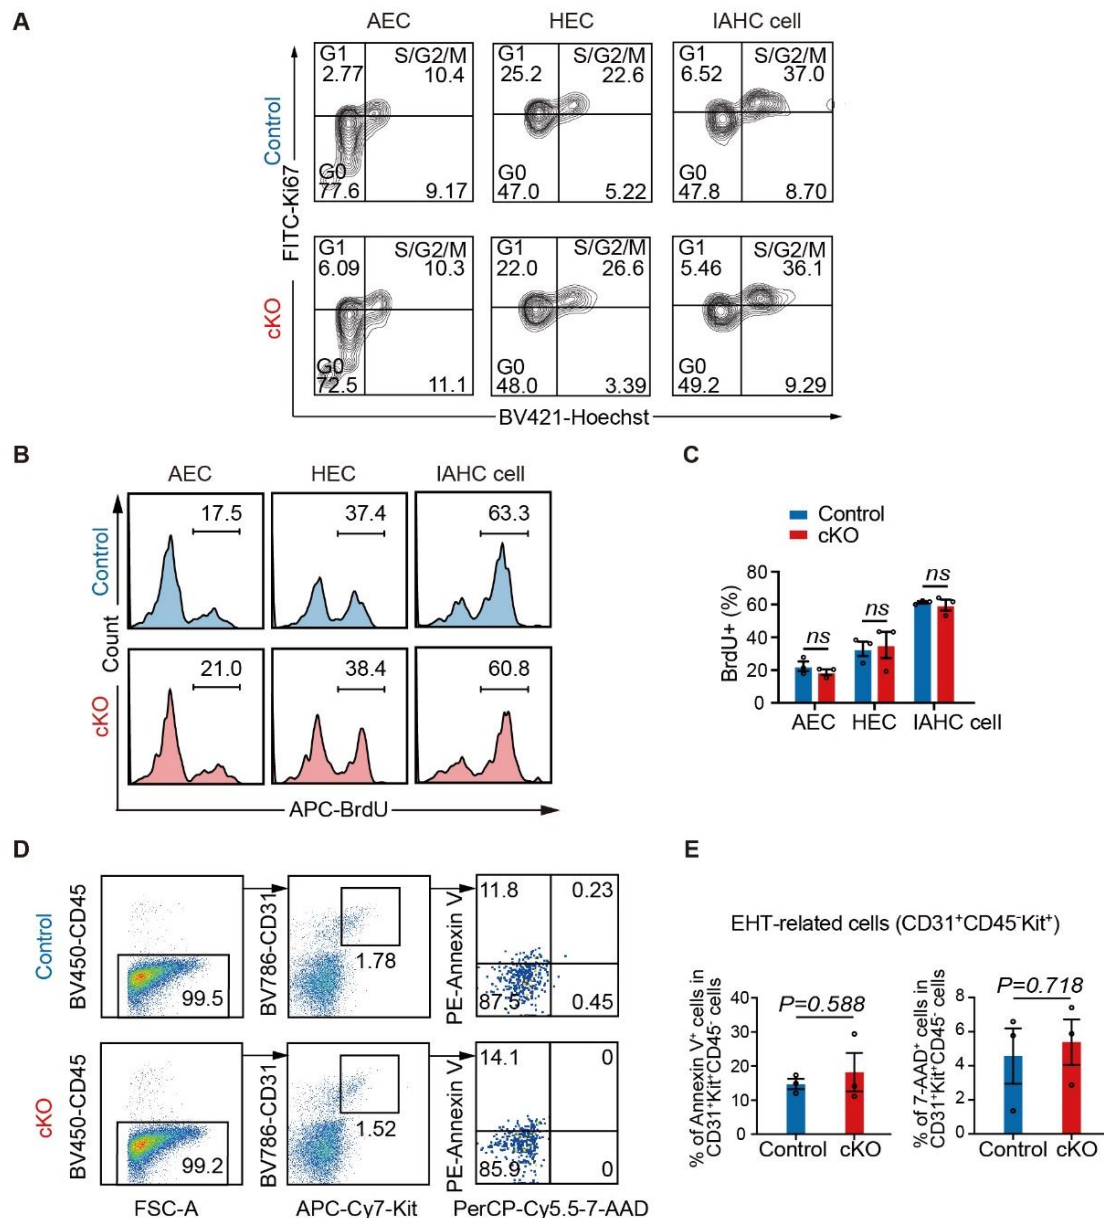

**Supplementary Figure 5. Loss of endothelial Nupr1 has no effect on cell cycle status of EHT-related cell populations.**

(A) Representative FACS analysis showing the cell cycle status of AECs, HECs, and IAHC cells in E10.0 Control and cKO caudal half regions by Hoechst/Ki67 staining.

(B) Representative FACS analysis showing the cell cycle status of AECs, HECs, and IAHC cells in E10.0 Control and cKO caudal half regions by BrdU

incorporation assay.

(C) Histogram showing the incorporation rates of BrdU in AEC, HEC, and IAHC cells in E10.0 Control and cKO caudal half regions. Data are collected from 3 independent experiments. Data are represented as mean  $\pm$  SEM and analyzed by unpaired two-tailed Student's t test.

(D) Representative FACS analysis of the cell death status in EHT-related cells (CD31<sup>+</sup>CD45<sup>-</sup>Kit<sup>+</sup>) in E10.0 Control and cKO AGM regions by Annexin V/7-AAD staining.

(E) Histograms showing the proportion of Annexin V<sup>+</sup> and 7-AAD<sup>+</sup> cells in (D). Data are collected from 3 independent experiments, and represented as mean  $\pm$  SEM and analyzed by unpaired two-tailed Student's t test.

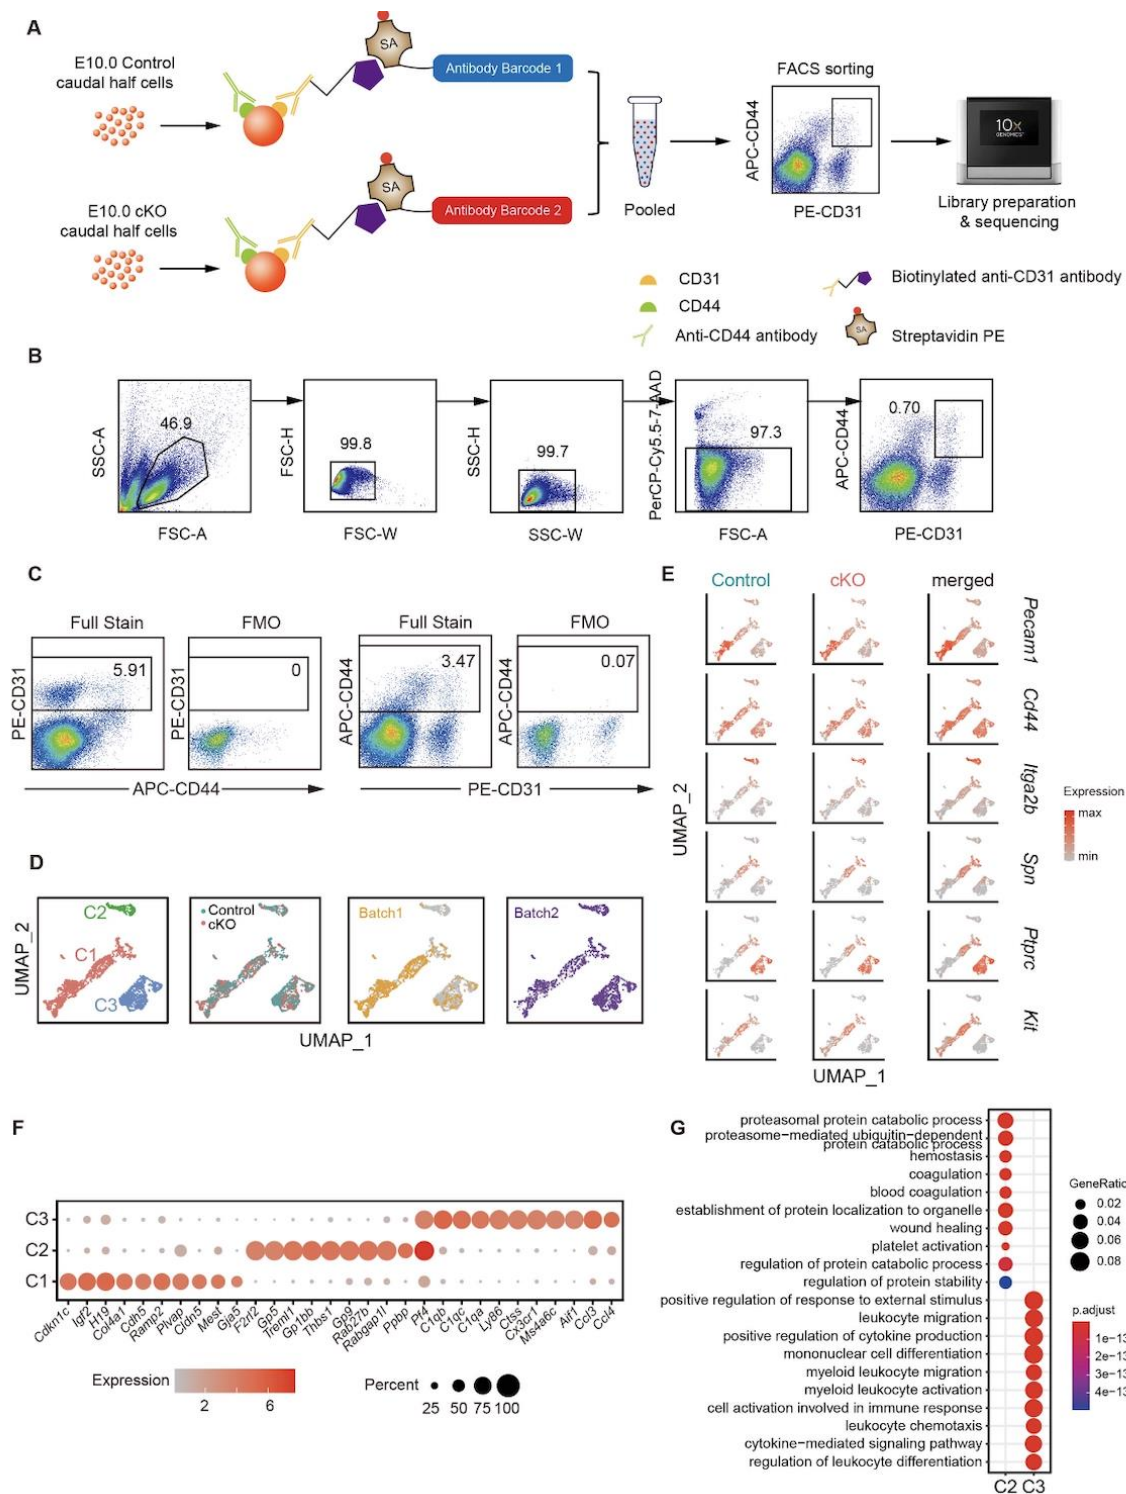

**Supplementary Figure 6. Quality control and unsupervised clustering of scRNA-seq.**

(A) Schematic overview of samples multiplexing for single-cell RNA sequencing by cell hashing.

(B) Representative FACS analysis depicting sorting strategy for CD31<sup>+</sup>CD44<sup>+</sup> cells in E10.0 (32-33 sp) Control and cKO caudal half regions.

(C) FMO controls of CD31<sup>+</sup>CD44<sup>+</sup> cells in E10.0 (32-33 sp) Control and cKO caudal half regions related to (B).

(D) UMAP showing the cell clusters of merged or each replicate with the distribution of control and cKO cells.

(E) The expression levels of surface marker genes and Kit for FACS sorting in Control, cKO and merged cells respectively.

(F) Dot plot displaying the expression levels of top 10 DEGs of C1, C2 and C3 cluster.

(G) Dot plot showing the enriched GO terms in C2 and C3.

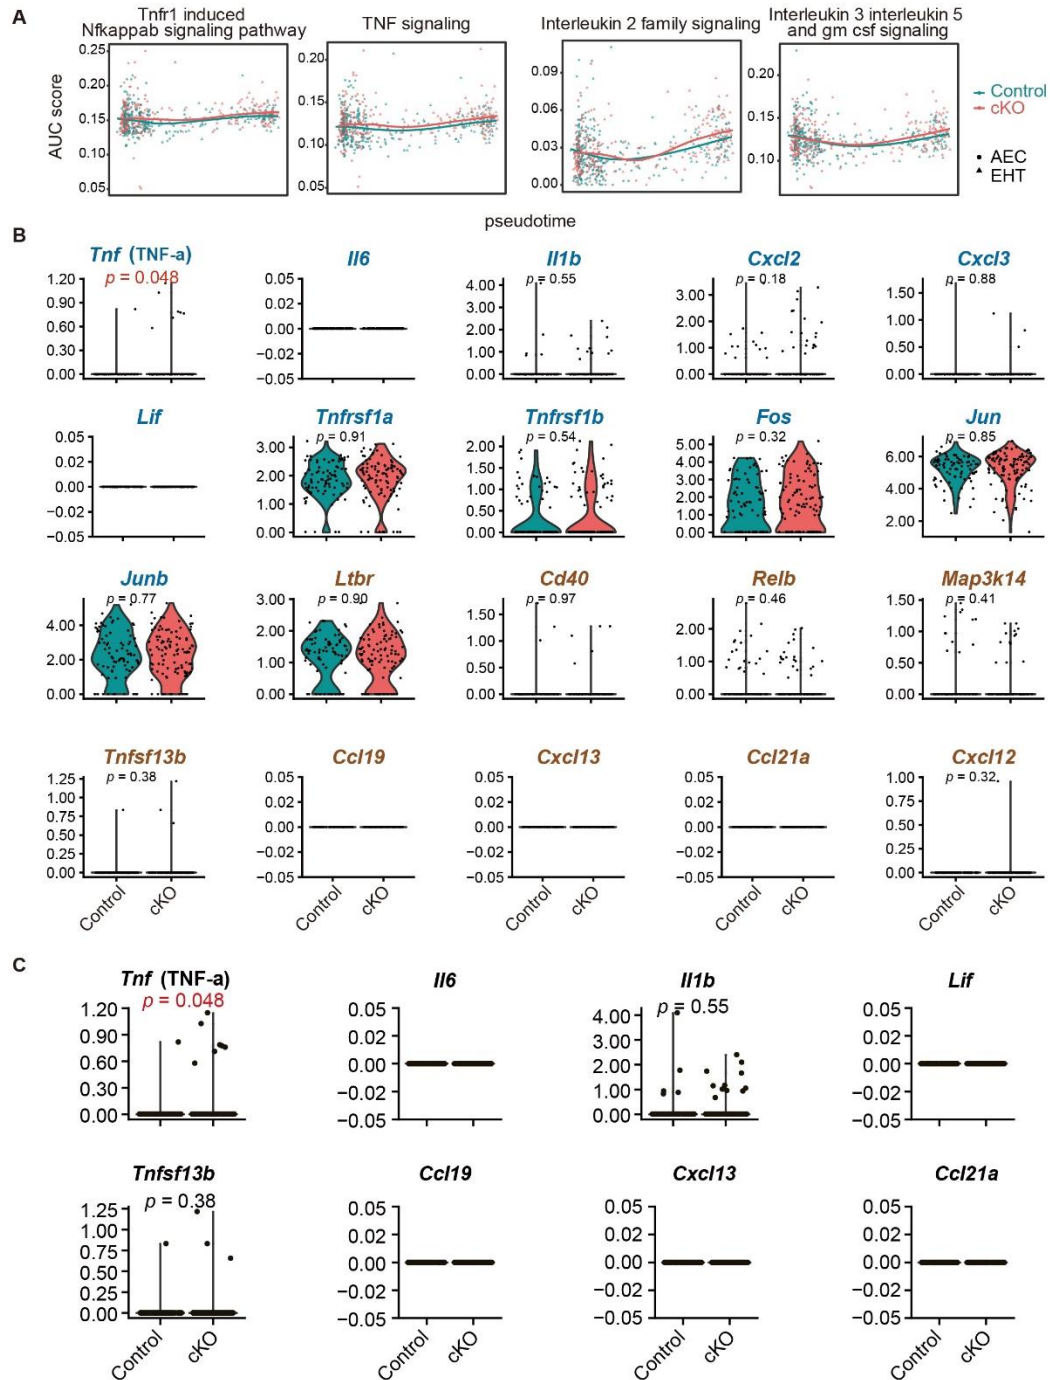

**Supplementary Figure 7. Pro-inflammatory genes were upregulated in Nupr1 deficient cells.**

(A) Scatter plots displaying the activity score of pathways selected from Enriched Reactome pathways in EHT cells in Figure 5C, Loess smoothed fit curves in Control and cKO embryos were shown along with pseudotime.

Pathway activity score are calculated by AUCell package.

(B) Violin plot show the expression level of signature and downstream target genes of canonical and non-canonical NF- $\kappa$ B signaling pathway. Two-Sample t-Test was used to evaluated the difference between control and cKO embryos. Canonical NF- $\kappa$ B signaling related genes were marked in blue while non-canonical were marked in brown.

(C) Expression level of several pro-inflammatory cytokine genes in Control and cKO cells.

How the deposited data were processed for this re-analysis (not part of the article)

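CD31+CD44+ cells from the E10.0 caudal region of control and cKO embryos were measured by 10x scRNA-seq in 2 replicates, each a pool of hashtagged cells of both genotypes. The authors processed the reads with Cell Ranger, selected hashtag singlets with HTODemux in Seurat, and deposited raw UMI counts per gene and cell. The deposited label of each cell gives its hashtag, WT or KO, and no other annotation, such as a cluster, is in the files. The paper's text does not name the genome build or annotation. Coordinates are those of GENCODE M21 on GRCm38, matched by gene symbol.

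The stated limits (more than 1800 genes, more than 6000 UMIs and less than 5% mitochondrial reads) were not met by 101 of the 2139 deposited cells. All cells were kept. Scrublet called 5 cells, or 0.234%, as doublets. Pools held 32430285 UMIs in replicate 1 and 91511039 in replicate 2.

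Cells were clustered in Seurat 5.3.0 (R 4.3.3) after integration of the replicates, with 2000 features and 20 principal components, in 3 steps: all cells, C1 cells, and EHT-related cells. Nupr1, Xist, Tsix and 4 chromosome Y genes were left out of the features. At each step the lowest resolution from 0.1 to 1.5 that gave the required clusters was taken. The marker genes and the first naming rule, like the tests and the alternatives chosen in advance, were chosen before the data were examined. The first rule gave the EHT and HSPC cells no separate clusters, so it was changed, and 5 rules were tried in all. While this was done, the cell numbers per population, genotype and replicate were printed and set against the paper's, and these numbers are the outcome of the comparison of cell shares. The choice of rule was therefore not blind to that outcome or to the paper. The rule in use differs from the planned one, which is reported as an alternative. The numerical library was also settled after both versions had been seen. The default one gave the paper's numbers of EHT-related cells exactly, and the one in use, taken because it runs the same on other machines, gave 1 control cell more. The list of mesenchymal genes was chosen after the data were seen, because an AEC-named cluster under the earlier rules was led by Actc1, Tagln and Myog.

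UMIs were summed per population, genotype and replicate, giving 4 sums per comparison. edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test with robust estimation, Benjamini-Hochberg adjustment, threshold 0.05) compared cKO with control in EHT-like, AEC-like and macrophage-like cells, and EHT-like with AEC-like control cells. The replicate pools are shared by the genotypes, as the paper states, so the replicate numbers pair the sums. The deviations of paired sums from their group means correlated across genes with r = 0.405 in EHT-like, 0.457 in AEC-like and 0.513 in macrophage-like cells; genes are not independent replicates. Cell shares and mean pseudotime (Scanpy 1.11.5, Python 3.11.15) were compared by two-sided exact permutation tests, which with 2 against 2 cannot give a p below 0.333. Gene lists (immediate-early, arterial, cycling, and macrophage, megakaryocyte and erythroid transcripts) were set against 10000 random sets of like expression and tested with camera and fry from limma 3.58.1. The edgeR procedure was tested on simulated sums with 200 changed genes in each comparison, drawn without pairing by replicate. The genes named in the text are those the paper names for this experiment, those labeled in Figures 5A and S7, and the 10 with the largest change among those passing the threshold. X-linked genes that escape inactivation (Kdm6a, Eif2s3x, Ddx3x and Kdm5c) were chosen after the data were seen.

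The alternatives chosen in advance were the replicate as a block, DESeq2 1.42.0, RLE normalization, no low-count filter, leaving out each sum in turn, the paper's threshold in edgeR, the Wilcoxon test on cells, the Procr and Kit gate, clustering without integration, with Nupr1 and the sex-linked genes, or with 10 or 30 principal components, thinning to 6000 UMIs, and leaving out Scrublet doublets. For the cell shares they were also the chi-square and Cochran-Mantel-Haenszel tests on cells and counting HSPC with EHT cells. Alternatives added after the data were seen were the stated cell limits, clustering without immediate-early genes, naming rules 2, 3 and 4, the planned naming rule with its EHT and HSPC cells taken together, and the Wilcoxon test at a scale factor of 100000. The last was added after the default factor of 10000 had given far fewer genes than Figure 5A shows. The t-tests on cells for the genes of Figure S7 also used the factor of 100000. Flow cytometry, culture, transplantation and qRT-PCR were not analysed here, and neither were the Reactome pathway scores, whose gene sets were not at hand.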

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

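The tests of free RNA, of low depth, of missing chromosome Y counts and of whether the change in macrophage-like cells differs from that in EHT-like cells were chosen after the results were seen.

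Nupr1 was detected in macrophage-like cells, which the paper set aside. In control embryos 68.2% of the 381 macrophage-like cells had a Nupr1 UMI, and the levels were 23.4 and 40.7 CPM in replicates 1 and 2, against 37.6 and 47.6 in EHT-like control cells. In cKO embryos the log2 fold change in macrophage-like cells was -4.24 for Nupr1 (SE 0.62, adjusted p = 1.00 in edgeR). The level was lower in both replicates and not past the threshold in this test, which leaves the pairing by replicate out. Free RNA from other cells would give plexus-like cells a similar share. None of the 117 plexus-like control cells had a Nupr1 UMI. If a count of 0 is taken to allow 3, the share is at most 2.56%, and this argues against free RNA. The difference between genotypes in macrophage-like cells was not shown to differ from that in EHT-like cells (edgeR interaction, log2 difference 1.06 for Nupr1, unadjusted p = 0.244, adjusted p = 1.00). Whether these cells carry the deletion because they descend from cells with Cre activity was not tested.

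Chromosome Y genes had UMIs in 312 of the 344 cKO cells of replicate 1 and in 6 of the 334 control cells of that replicate. This signal lies in genes that the paper does not discuss. Xist, which Figure 5A shows as higher in control EHT cells, differed in the same way in every population tested: the share of cells with Xist and no chromosome Y UMIs was higher in control than in cKO cells in EHT-like, AEC-like and macrophage-like cells of both replicates, and the smallest of these differences was 38.7 percentage points. This is consistent with unequal numbers of female and male embryos in the control and cKO pools. Sex and genotype are therefore almost completely confounded in replicate 1, where 303 of 344 cKO cells and 0 of 334 control cells had chromosome Y UMIs without Xist, and the Xist signal is partly confounded with genotype in replicate 2. A difference between genotypes can come from either.

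In cKO replicate 2, 302 of 713 cells had no Xist UMI, against 10 of 748 control cells. Low depth is argued against: the median was 56797.5 UMIs in the cells without Xist and 65311 in those with Xist, and control cells of this replicate with a median of 58048 UMIs rarely lacked Xist. All 45 chromosome Y genes had 0 UMIs in the 1461 cells of replicate 2, although both tables list the same genes. A candidate explanation is that the cells are male and that chromosome Y counts are missing from the deposited table of this replicate. The 4 genes that escape X inactivation had 161.1 CPM in the cells without Xist and 215.3 in those with Xist. In replicate 1 they had 221 in cKO cells without Xist and 270.6 in control cells with Xist. These values would also be seen in cells with a single X and no Y, so the explanations cannot be told apart from the files. No biological explanation was tested.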

How the results depend on the processing

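The stated cell limits, the clustering without immediate-early genes, naming rules 2, 3 and 4, the pooling of EHT and HSPC cells under the planned naming rule 1, and the Wilcoxon test at a scale factor of 100000 were chosen after the data were seen, and the rule in use was itself settled with the cell numbers in view. Unless a reason is given, the cause was not tested.

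The mean difference in the share of EHT cells stayed positive in all 20 alternatives, from 1.95 to 10.4 percentage points, although within replicate 2 it was -0.697 under naming rule 4 and -0.815 with the Procr and Kit gate, and the tests on samples could not pass a threshold. Leaving out 1 sum gave 2.70 to 10.4. The 5 naming rules gave 1.95 to 6.54, with next to the largest value under the rule in use. Not all of these count the same cells. Rule 1 pooled EHT and HSPC cells, and the EHT-named cluster of rule 4 had no EHT marker among its leading genes. The gate took in AEC-like and plexus-like cells.

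The difference in mean pseudotime reversed to -0.0120 under naming rule 4, where the pseudotime did not run from AEC to EHT cells (means 0.372 and 0.306) and the EHT-named cluster had no EHT marker among its 10 leading genes, and leaving out 1 sum gave -0.00209 to 0.0620, the lowest without cKO replicate 1. Within replicates it was positive in both under the rule in use, 0.0335 and 0.0264, and in replicate 2 it was -0.00598 under naming rule 1 and -0.0505 under naming rule 4. The mean pseudotime moves with the share of EHT cells and is no separate evidence. The difference in the share of C1 cells reversed without cKO replicate 1 and without control replicate 2, with a range of -22.0 to 24.0 when 1 sum was left out, because the replicates differ in C1 content. The other alternatives gave 0.240 to 2.62.

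Nupr1 fell in all 21 alternatives that gave a value and was past the threshold of the test used in 20. These include the Wilcoxon test on cells at both scale factors, where only the paper's threshold on the unadjusted p was passed (p = 0.000607, adjusted p = 1.00), with log2 fold changes of -0.40 and, at the factor of 100000, -1.70. Under naming rule 1, which pools EHT and HSPC cells, the log2 fold change was -3.21 and the adjusted p in edgeR 0.393, against 1.13e-07 to 0.0400 in edgeR and DESeq2 under the others. Leaving out 1 sum gave -3.78 to -2.72. The clustering of thinned cells also changed with the order in which tied genes were sorted, so its values carry that added uncertainty. After thinning and under naming rule 4, Nupr1 had too few UMIs to be tested. Egr1 and Nr4a1 reversed without cKO replicate 2, and leaving out 1 sum gave -0.44 to 1.64 for Egr1 and -0.46 to 1.62 for Nr4a1. No alternative called them, and their adjusted p in edgeR was 0.0786 at the lowest. For Nr4a1, naming rule 4 gave no value.

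The number of genes called in EHT-like cells was 1, and 8 with no filter, 64 with the paper's threshold in edgeR, 6 with the Wilcoxon test on cells and 291 at the scale factor of 100000, 2 with the Procr and Kit gate, 0 after thinning and 0 under naming rule 1. Leaving out 1 sum gave 3 to 10, with the lone sum assumed to vary like the others. The 1 gene called under naming rule 4 was not Nupr1. In AEC-like cells the number was 0, and 1 with the replicate block, 3 with no filter, 4 with the Wilcoxon test and 237 at the scale factor of 100000; leaving out 1 sum gave 4 to 18. In macrophage-like cells it was 0, and 3 with the replicate block, 1 with DESeq2, 26 with no filter, 7 with the Wilcoxon test and 54 at the scale factor of 100000; leaving out 1 sum gave 5 to 31. Between EHT-like and AEC-like control cells, 1965 genes were called, and 4312 with the replicate block, 1293 with DESeq2, 1112 with the Wilcoxon test, 3351 at the scale factor of 100000, 552 after thinning, 3805 under naming rule 1 and 85 under naming rule 4, whose EHT cluster held 27 cells. Leaving out 1 sum gave 1264 to 2034. The replicate block changed no other call.

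The difference in Tnf reversed to -1.02 CPM with the Procr and Kit gate, which took in more AEC-like than EHT-like cells. The difference was 0 under naming rule 4, where no EHT-like cell had a Tnf UMI. It fell to 0.115 under naming rule 1, 0.191 without integration and 0.368 under naming rule 2. After thinning and new clustering, which changed the cells named EHT-like, it was 2.32, with Tnf in cKO replicate 1 alone. None of the EHT-like cells of the clustering in use had a Tnf UMI once thinned. Leaving out 1 sum gave 0.382 to 1.89. With the replicate block, RLE and the Wilcoxon test, Tnf was not tested, because it was below the low-count limits. With 10 Tnf UMIs in all EHT-like cells, depth limits this comparison. Differences under 2-fold were mostly below what the tests on 4 sums recovered in simulated, unpaired data. There, 6% of 2-fold changes were called in EHT-like cells.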

Differences from the paper's values

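Tests chosen after the result was seen are marked as such in this part.

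The paper's test of the share of EHT cells is a chi-square test on cells, and the P printed in Fig. 3I has a −log10 of about 12. Here the exact permutation test on 4 shares, with samples as replicates, gave p = 0.667, a −log10 of 0.176. The alternatives set before the data were examined that take cells as replicates, as the paper did, gave p = 0.160 (−log10 0.796, chi-square) and p = 0.124 (−log10 0.907, Cochran-Mantel-Haenszel), and neither came near the printed value. A chi-square test on the cell numbers printed in Fig. 3I, computed after the result was seen, gave p = 0.0390 with continuity correction and 0.0313 without it. The shares themselves, 24.2% in control and 30.7% in cKO embryos, were within 1.5 times of the values in Fig. 3I, about 29% and about 38%. Under the planned Procr and Kit gate, which counts all gated cells as EHT cells, the control share, 48.9%, was further away.

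Fig. 5A counts about 74 genes higher in control and EHT cells, about 32 higher in control and AECs, about 33 higher in cKO and AECs, and about 37 higher in cKO and EHT cells. The tests on samples in edgeR gave 1, 0, 0 and 0 genes, where the paper tested cells. Of the alternatives set before the data were examined, the Wilcoxon test on cells gave 0, 1, 2 and 0 and the paper's threshold in edgeR gave 8, 15, 8 and 0, all different from the paper. The Wilcoxon test with a scale factor of 100000, chosen after the values were seen, gave 39, 22, 14 and 8, and came within 1.5 times of the paper's number only for genes higher in control and AECs.

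The paper names Egr1 and Nr4a1 as more expressed in cKO EHT cells. Here the log2 fold changes were 0.95 for Egr1 and 0.93 for Nr4a1, near the values read by eye in Fig. 5A (about 1.0 and about 1.5) and within their errors, but no setting called either gene. The direction was the opposite without cKO replicate 2. The nearest to a call was edgeR without cKO replicate 1, with unadjusted p values of 5.81e-05 and 4.65e-05 and an adjusted p of 0.0786 for both. The unadjusted p of both genes was also under 0.05 in edgeR with no filter, after thinning and without control replicate 2, that of Egr1 without control replicate 1, and that of Nr4a1 under naming rule 1. The Wilcoxon test on cells gave unadjusted p values of 0.0716 and 0.0516, above the paper's threshold.

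For Tnf, Fig. S7 prints a P of about 0.048 from a t-test on cells, with about 6 positive cKO cells and about 1 positive control cell. A t-test on cells, at the scale factor of 100000 chosen after the data were seen, gave an unadjusted P of 0.602 here. Tnf UMIs were found in 5 cKO and 2 control EHT-like cells. Of the alternatives set before the data were examined, edgeR without the filter gave an unadjusted p of 0.344 and DESeq2 0.491, and none gave a P as low as the paper's.

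The paper describes co-expression of Procr and Kit as exclusive to the EHT cluster among the EHT-related populations. The paper shows expression levels. Here UMIs of both genes were detected in 81.4% of EHT-like, 27.8% of AEC-like and 52.2% of HSPC-named cells. After thinning to 6000 UMIs the shares were 21.7%, 9.24% and 8.65%. By mean level only EHT-like cells were high in both, with Procr at 193, 206.5 and 40.3 CPM and Kit at 112, 19.7 and 104. Both genes were markers in the naming. The paper describes Nupr1 as specific to the EHT cluster among the EHT-related populations, with expression in a small portion of AECs. Here it was also detected in 22.9% of the HSPC-named control cells. The paper proposes that certain characteristics of the arterial populations are retained in cKO EHT cells. Here the arterial list had a median log2 fold change of -0.15, with opposite directions in the replicates.

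The methods state limits on genes, UMIs and mitochondrial share, while 101 of the 2139 deposited cells did not meet them. The number of deposited cells equals the number in the text.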

Other observations

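The test of fewer AECs was chosen after the cell numbers had been seen, the comparison of Egr1 and Nr4a1 in other populations was chosen after the data were seen, and the comparison with Fig. 5A uses the scale factor of 100000, which was also chosen after the data were seen.

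The immediate-early list without Egr1 and Nr4a1 had a median log2 fold change of 0.17 in EHT-like cells, at percentile 100 of random sets, with -0.04 in replicate 1 and 0.23 in replicate 2. In AEC-like cells it was 0.23, also at percentile 100, with -0.03 and 0.34. In macrophage-like cells it was 0.04, at percentile 83.27, with -0.22 and 0.19. Camera gave p = 0.000231 in AEC-like cells and 0.110 in EHT-like cells, and neither held under fry (0.429 and 0.838) or an estimated correlation (0.287 and 0.648). A handling response that differs between the tubes of the genotypes would raise the list in all populations, and here the list without Egr1 and Nr4a1 was raised only in replicate 2, where both genes were also higher in EHT-like cells. In AEC-like cells both were higher in cKO in both replicates (Egr1 114 against 67.4 and 34.2 against 18.4 CPM; Nr4a1 42.8 against 30.2 and 37.6 against 28.7). The same held in plexus-like cells, where no control cell had a Nupr1 UMI (Egr1 55.6 against 48.4 and 55.7 against 24.4; Nr4a1 40.6 against 33.95 and 62.2 against 40.8). In macrophage-like cells Egr1 was lower in cKO in both (76.2 against 147 and 62.8 against 70.5), and Nr4a1 was lower in replicate 1 and higher in replicate 2 (27.2 against 53.4 and 41.0 against 28.8), as was the list. In the EHT-related cluster of 186 cells, Nr4a1 was higher in cKO in both (100.6 against 17.1 and 70.6 against 33.8). Egr1 was higher there in replicate 1 only (76.6 against 44.3 and 66.0 against 77.8). In myeloid-like cells both genes were lower in cKO in replicate 1 and higher in replicate 2 (Egr1 39.8 against 46.3 and 39.35 against 34.1, Nr4a1 0 against 3.31 and 6.03 against 3.36). A handling response cannot be told apart from an effect of the deletion. The reason is that the tubes differ with the genotype and the replicates differ in the list.

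For Tnf, free RNA or mixed cells of macrophage origin could not be excluded: the share of EHT-like cells with a Tnf UMI was not above that of plexus-like cells (Fisher's exact test, p = 0.274). EHT-like cells with a Tnf UMI had a median of 988 CPM over the macrophage list, against 998 in those without and 14940 in macrophage-like cells. The macrophage list in EHT-like cells had a median log2 fold change of 0.30 (percentile 99.0; 7 of its 13 genes tested), with -0.09 in replicate 1 and 0.20 in replicate 2. The megakaryocyte list had 0.17 (percentile 85.7), and the erythroid list, testable only in macrophage-like cells, 0.10 (percentile 79). Greater depth of cKO cells is argued against, since the median depth of EHT-like cells was 44247.5 UMIs in cKO and 47141 in control embryos.

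Genes of Fig. 5A fall on the diagonal partly because the control EHT cells enter both comparisons. In shuffled data without a genotype difference, 79 of 100 draws had a share on the diagonal at least as high as the observed 63.9%. With separate, equally large parts of the control EHT-like cells for each comparison, the median share was 36.1% (14.1 to 68.4 over 100 draws). The values are consistent with the shared control cells as a source of the diagonal pattern.

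Embryo differences present in every cell type were tested on the genes with an unadjusted p under 0.05 in EHT-like cells, without sex-linked genes and Nupr1. In macrophage-like cells 57.1% of 49 such genes had the same direction, against 51.1% of all genes, and the median change along the EHT direction was 0.04 on the log2 scale, against 1.13 in EHT-like cells. In AEC-like cells 63.8% of 58 such genes had the same direction, against 52.2% of all genes, with a median of 0.12 against 1.13. The 64 genes at that p are fewer than chance alone gives among 9079, so the test cannot decide. Genes within 10 Mb of Nupr1 on chromosome 7 had an unadjusted p under 0.05 in 1 of 126 cases, against 58 of 8644 elsewhere (Fisher's exact test, p = 0.575), which is too few to decide on an effect of the region around the allele. No gene was called in a test of whether the genotype difference in EHT-like cells differs from that in macrophage-like cells (0 of 10269) or AEC-like cells (0 of 10173).

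A higher share of EHT cells among AECs and EHT cells can come from fewer AECs rather than more EHT cells. Among C1 cells the EHT-like share differed by -0.708 percentage points in replicate 1 and by 3.19 in replicate 2, while the AEC-like share was lower in both. With 2 replicates and shares that sum to a whole, the explanations cannot be told apart. Altered proliferation of cKO EHT cells was not detectable: the cycling list had a median log2 fold change of -0.06, at percentile 13.01, with 6 of 12 genes higher in cKO. Retention of arterial transcripts could not be decided either, as the arterial list lay at percentile 4.7 with the replicates opposed.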
